# Enhanced Antibody Production in Clever-1/Stabilin-1–Deficient Mice

**DOI:** 10.3389/fimmu.2018.02257

**Published:** 2018-10-08

**Authors:** Johannes Dunkel, Miro Viitala, Marika Karikoski, Pia Rantakari, Reetta Virtakoivu, Kati Elima, Maija Hollmén, Sirpa Jalkanen, Marko Salmi

**Keywords:** humoral immune responses, scavenging receptors, macrophages, B cells, immunoglobulins

## Abstract

Clever-1, encoded by the *Stab1* gene, is a scavenger and leukocyte trafficking receptor expressed by subsets of vascular and lymphatic endothelial cells and immunosuppressive macrophages. Monocyte Clever-1 also modulates T cell activation. However, nothing is known about the possible links between B cell function and Clever-1. Here, we found that *Stab1* knockout mice (*Stab1*^−/−^) lacking the Clever-1 protein from all cells present with abnormally high antibody levels under resting conditions and show enhanced humoral immune responses after immunization with protein and carbohydrate antigens. Removal of the spleen does not abolish the augmented basal and post-immunization antibody levels in Clever-1–deficient mice. The increased IgG production is also present in mice in which Clever-1 is selectively ablated from macrophages. When compared to wildtype macrophages, Clever-1–deficient macrophages show increased TNF-α synthesis. In co-culture experiments, monocytes/macrophages deficient of Clever-1 support higher IgM production by B cells, which is blocked by TNF-α depletion. Collectively, our data show that the excessive inflammatory activity of monocytes/macrophages in the absence of Clever-1 results in augmented humoral immune responses *in vivo*.

## Introduction

Clever-1 (common lymphatic endothelial and vascular endothelial receptor-1), a large 280 kDa multidomain glycoprotein receptor encoded by the *Stab1* gene, is associated with scavenging and leukocyte trafficking (1). Clever-1 (also known as stabilin-1 and Feel-1) is expressed by lymphatic vessels and non-continuous vascular endothelial cells in various organs such as the spleen, bone marrow, and liver, as well as by subsets of immunosuppressive macrophages (2–5). Clever-1 is a scavenger receptor with multiple ligands, including SPARC (secretory protein, acidic, and rich in cysteine), placental lactogen and oxidized, and acetylated low-density lipoprotein (6–10). The ability of Clever-1 to modulate angiogenesis and to bind bacteria in transfected cell lines has also been reported (4). Moreover, Clever-1 on lymphatic and vascular endothelia is involved in leukocyte—endothelium interactions (5, 11–14). In macrophages, Clever-1 supports their adhesion to the vascular endothelium under shear stress (15). In humans, Clever-1^high^ monocytes display an anti-inflammatory gene signature and induce lower γ interferon (IFNγ) and tumor necrosis factor-α (TNF-α) production in T cell antigen recall assays when compared to Clever-1^low^ monocytes (16).

In contrast to macrophage and T cell biology, the potential functions of Clever-1 during humoral immune responses remain completely unknown. In addition to reactive antibodies against newly encountered antigens, humoral immunity also includes natural antibodies and antibodies from previous infections or vaccinations (17, 18). Natural T cell–independent (TI) antibodies are mainly produced by marginal zone B cells (MZB) in the spleen and B1 cells in the pleural and peritoneal cavities (19–21). Classical T cell—dependent (TD) antibody responses against protein antigens, in contrast, require concurrent activation of CD4^+^ helper T cells and B cells in lymphoid organs (22).

The aim of this work was to study the potential effects of Clever-1 on humoral immune responses. For that purpose, we evaluated natural and elicited TI and TD antibody responses, antigen scavenging and the collaboration of B cells with wildtype and Clever-1–deficient monocytes/macrophages *in vivo* and *in vitro*. We observed that the enhanced inflammatory activity of Clever-1–deficient monocytes/macrophages is associated with augmented natural and induced antibody production.

## Materials and methods

### Mice

All animal work was conducted in the Central Animal Laboratory, University of Turku, Turku, Finland. Clever-1 knockout (*Stab1*^−/−^) and macrophage-specific *Lyz2*-*Cre*/*Stab1*^fl/fl^ mice have been previously described (16). Age-matched wildtype, *Stab1*^−/−^ AND *Lyz2*-*Cre*/*Stab1*^fl/fl^ mice were used in all experiments. All experiments were performed at least in duplicate, with a minimum of three mice per group, and the displayed results were pooled whenever possible. Mice were typically 6–8 weeks old at the beginning of experiments.

### Immunizations

NP-Ficoll (conjugation ratio 4:9) and NP-KLH (conjugation ratio 2:3, both from Biosearch Technologies) were dissolved in sterile PBS (Sigma). 25 μg of NP-Ficoll in 200 μl PBS or 100 μg of NP-KLH in 200 μl of PBS/alum adjuvant (mixed at a 1:1 ratio, from Thermo Fisher) was injected into mice intraperitoneally. Blood samples were collected into heparin-coated capillaries by tail vein punctures on indicated days. Plasma was separated by centrifugation and frozen. In certain experiments, the mice were sacrificed 7 days after immunization and tissues were collected for analyses.

### Analysis of antibody responses

Total IgM and IgG levels were measured with commercial ELISA kits from Thermo Fisher, according to manufacturer's instructions.

(4-hydroxy-3-nitrophenyl)acetyl (NP)-specific IgG, IgM and IgG3 levels were measured with indirect ELISA, which was optimized in-house. Briefly, Nunc MaxiSorp plates were coated overnight with NP-BSA (conjugation ratio 4:1, from Biosearch Technologies) and blocked with 1% BSA in PBS at RT for 2 h. Samples were diluted in 1% BSA in PBS, added to the plates in duplicate and incubated at +4°C overnight. Pooled plasma from immunized mice was used as standards for concentration curves. Polyclonal HRP-conjugated secondary antibodies (anti-mouse IgM, IgG, and IgG3, all from Southern Biotech) were diluted in 1% BSA in PBS, added to the plates and incubated at RT for 2 h. NP-reactive antibodies were visualized by adding TMB chromogen (Invitrogen) and the reaction was stopped with 0.2 M hydrochloric acid. Absorbance was measured with Tecan Infinite M200 and analyzed with the Magellan software (both from Tecan).

### Antibodies and flow cytometry

Leukocytes from the spleen and bone marrow were isolated using mechanical teasing as described (23). Cells from the peritoneal cavity were obtained by peritoneal lavage. Blood leukocytes were analyzed from the EDTA-anticoagulated whole blood.

The following fluorochrome-conjugated monoclonal anti-mouse antibodies from BD were used: α-CD4-APC-Cy7, α-CD5-FITC, α-CD8α-PerCP-Cy5.5, α-CD11b-PE, α-CD19-FITC, α-CD21/35-PE, α-CD23-BV510, α-CD24-BV650, α-CD43-BV605, α-CD44-PerCP-Cy5.5, α-CD45-PE, α-B220-BV421, α-CD62L-Alexa Fluor 647, α-CD138-BV510, α-Fas-PE, α-fluorescein-Alexa Fluor 488, α-IgM-APC-Cy7, α-IgD-Alexa Fluor 647, and α-Ly6C-BV421. Regulatory T cells were stained using the Mouse Regulatory T Cell Staining Kit 1 (eBioscience). The mStab1–1.26 (24) and isotype-matched control MOPC-21 (Bio X Cell) antibodies were conjugated with the Alexa Fluor 647 Antibody Labeling Kit according to the manufacturer's instructions (Thermo Fisher). Fc receptors were blocked with mouse Fc Block (BD) before staining with specific antibodies. Samples were run on LSRII or LSRFortessa (both from BD) and analyzed with the FlowJo software version 10 (Treestar).

The specific lymphocyte populations were gated as follows: MZB: CD19^+^ CD21/CD35^high^ CD23^low^. FoB: CD19^+^ CD21/CD35^low^ CD23^high^. GCB: B220^+^ Fas^high^. Plasma cells: CD45^+^ B220^low^ CD138^high^. B1 cells: CD19^+^ CD5^+/−^ CD11b^+^. Pre-pro B cells: B220^+^ CD24^low^ CD43^+^. Pre-B cells: B220^+^ CD24^+^ CD43^−^ IgM^−^ IgD^−^. Immature B cells: B220^+^ CD24^+^ CD43^−^ IgM^low^ IgD^−^. Transitional B cells: B220^+^ CD24^+^ CD43^−^ IgM^+^ IgD^−^. Early mature B cells: B220^+^ CD24^+^ CD43^−^ IgM^+^ IgD^+^. Late mature B cells: B220^+^ CD24^+^ CD43^−^ IgM^low^ IgD^+^. Naïve T cells: CD4^+^/CD8^+^ CD44^low^ CD62L^high^. Central memory T cells: CD4^+^/CD8^+^ CD44^high^ CD62L^high^. Effector T cells: CD4^+^/CD8^+^ CD44^high^ CD62L^low^. Regulatory T cells: CD4^+^ CD25^+^ FoxP3^+^. Isotype-matched negative control antibodies conjugated to the same fluorochrome were used to determine gating.

### Anti-clever-1 uptake

Blood was collected by cardiac puncture and the red blood cells removed with Pharm Lyse lysing solution (BD). Leukocytes were incubated at 37°C for 1 h with 20 μg/ml of either mStab1–1.26- or MOPC-21-Alexa Fluor 647 (conjugated as described above), washed, stained with α-CD11b-PE and α-Ly6C-BV421 and analyzed by flow cytometry. The geometric mean fluorescence intensities of the Ly6C^high^ and Ly6C^low^ monocyte populations of wildtype mice were normalized to the unspecific antibody binding of the corresponding populations of *Stab1*^−/−^ mice, which were set at 100%.

### Microscopy

Eight micrometer cryosections were cut and fixed in −20°C acetone for 5 min. Primary unconjugated or biotin-conjugated antibodies against CD169, CD209b, F4/80, Meca32 (anti-PV-1) and 9–11 (anti-Clever-1) (11) were diluted in 2% plasma in PBS. Species-specific polyclonal secondary antibodies or streptavidin conjugated with Alexa Fluor 488 or Alexa Fluor 546 (Life Technologies) diluted 1:1,000 in PBS were used for detection as appropriate. In certain experiments, Alexa Fluor 647–conjugated Meca32 was used. Imaging was performed with an Olympus BX60 wide-field microscope or a Zeiss LSM780 confocal microscope equipped with a motorized stage. Images were analyzed with the ImageJ software version 1.50b (NIH) or the Imaris software version 8 (Bitplane). Fluorescence values were thresholded and the background was subtracted with reference to isotype control staining.

Hematoxylin/eosin–stained spleen paraffin sections were scanned with a Panoramic 250 Slide Scanner and analyzed with the CaseViewer software (both from 3DHISTEC).

Cells were cultured *in vitro* on coverslips and fixed with 4% paraformaldehyde and permeabilized and blocked with 0.1% Triton X in PBS with 30% horse serum for 20 min. After three washes with PBS, α-TNF-α-Alexa Fluor 488 (Thermo Fisher), and mStab1.26-Alexa Fluor 647 (conjugated as described above) antibodies diluted 1:200 were added for 1 h. After washes, nuclei were stained with Hoechst. Coverslips were mounted with Vectashield mounting medium. Confocal 3D images were captured with Zeiss Axiovert 200 M with the spinning disk confocal unit Yokogawa CSU22 and the Zeiss Plan-Neofluar 63 × oil/1.4 NA objective. Images were analyzed with the ImageJ software.

### Splenectomy

Mice were anesthetized with intraperitoneal ketamine (Orion Pharma) and xylazine (Bayer). Buprenorphine (Orion Pharma) was injected subcutaneously for perioperative analgesia. The peritoneal cavity was opened at the left flank and the spleen was removed by thermo-cauterization. The peritoneum and skin were closed with absorbable suture material. Carprophen was injected subcutaneously once daily for postoperative analgesia.

### Leukocyte enumeration

Blood was drawn by tail vein puncture 30 days after splenectomy or sham surgery and peripheral blood cell populations were quantified with a VetScan hematology system (Abaxis).

### *In vivo* antigen capture

NP-AECM-Ficoll-fluorescein (conjugation ratio 94:11, from Biosearch Technologies) was diluted in PBS and injected intravenously. Mice were sacrificed 45 min or 7 days after the injections and the spleens were collected and frozen in OCT (Sakura) for sectioning.

### M2 macrophage culture

Bone marrow cells from adult wildtype and *Stab1*^−/−^ mice were cultured in IMDM supplemented with 10% FCS, 1% penicillin/streptomycin and 20 ng/ml M-CSF (PeproTech). On day 4, dexamethasone was added to 100 nM and the cells cultured for an additional 3 days. To induce TNF-α production, LPS was added to 50 ng/ml for 5 h. The cells were treated with 10 μg/ml of brefeldin A to inhibit cytokine secretion.

### Co-culture experiments

Splenocytes and bone marrow cells were collected as described above and passed through Lympholyte-M density gradients to remove dead cells (Cedarlane). Splenic B cells were isolated with the B Cell Isolation Kit (mouse), from which CD138^+^ plasma cells were depleted with CD138 Microbeads (mouse) according to the manufacturer's instructions. Monocytes were isolated with the Monocyte Isolation Kit (Bone Marrow) (mouse) according to the manufacturer's instructions (all kits were from Miltenyi Biotec). Purity of the isolated cells was assessed by flow cytometry. Isolated B cells were 90% CD45R^+^ CD138^−^ and isolated monocytes 90% CD11b^+^ Ly6C^high^. Isolated cells were plated at 0.5 × 10^6^ cells/ml in RPMI-1640 supplemented with 10% FCS, 1% penicillin/streptomycin and 1% Glutamax in the indicated combinations and incubated for 5 days, after which the supernatants were collected for ELISA (described above). The neutralizing α-TNF-α antibody clone XT3.11 (Bio X Cell) was used at 50 μg/ml.

### RNA sequencing and quantitative PCR

Total RNA from dissected livers of E17.5 and 2-weeks-old wildtype (*n* = 4 for both time points) and *Stab1*^−/−^ (*n* = 3 for E17.5 and 4 for 2 weeks) mice was isolated and RNA-seq performed as described in (25). The RNA-seq results have been deposited into the Gene Expression Omnibus database (accession number GSE114969). For qPCR, total RNA was isolated from adult wildtype and *Stab1*^−/−^ mouse spleens (*n* = 3) using the RNeasy Kit (Qiagen) and reverse transcribed to cDNA with the SuperScript VILO cDNA Synthesis Kit (ThermoFisher Scientific) according to the manufacturers' instructions. Quantitative PCR was carried out using Taqman Gene Expression Assays (Thermo Fisher) for *Ifi202b* (Mm00839397_m1; target gene), and *Actb* (Mm00607939_s1; control gene). The reactions were run using a QuantStudio12K Flex Real-Time PCR system (Thermo Fisher) at the Finnish Microarray and Sequencing Centre, Turku Centre for Biotechnology. Relative quantification was performed using the 2^−ΔΔ*CT*^ method, in which the gene expression level in knockout mice is compared to that in wildtype mice, in which RQ = 1.

### Statistical analyses

Experimental data are presented as scatter plots with bars representing the means ± standard errors of the means (s.e.m.), excepting kinetic experiments for NP-specific antibody titers, which are presented as means ± s.e.m. Probabilities were calculated with Student's unpaired two-tailed *t*-test with Welch's correction when applicable or with two-way ANOVA followed by Bonferroni's multiple comparisons tests using GraphPad Prism 7 (GraphPad Software). Threshold of statistical significance was set at *P* < 0.05.

## Results

### Elevated plasma IgM and IgG levels in the absence of Clever-1

The role of Clever-1 in B cell biology has not been previously studied. Therefore, we initially measured the baseline plasma concentrations of IgM and IgG in wildtype and *Stab1*^−/−^ mice that lack Clever-1 from all cells. ELISA revealed that the baseline levels of total IgM were increased by 38.7 ± 5.4% and total IgG by 67.2 ± 14.0% in *Stab1*^−/−^ mice compared to wildtype mice (*P* = 0.0327 and 0.0425, respectively) (Figures 1A,**B**). Thus, the genetic deletion of Clever-1 resulted in constitutively increased basal levels of both IgM and IgG *in vivo*.

**Figure 1:**
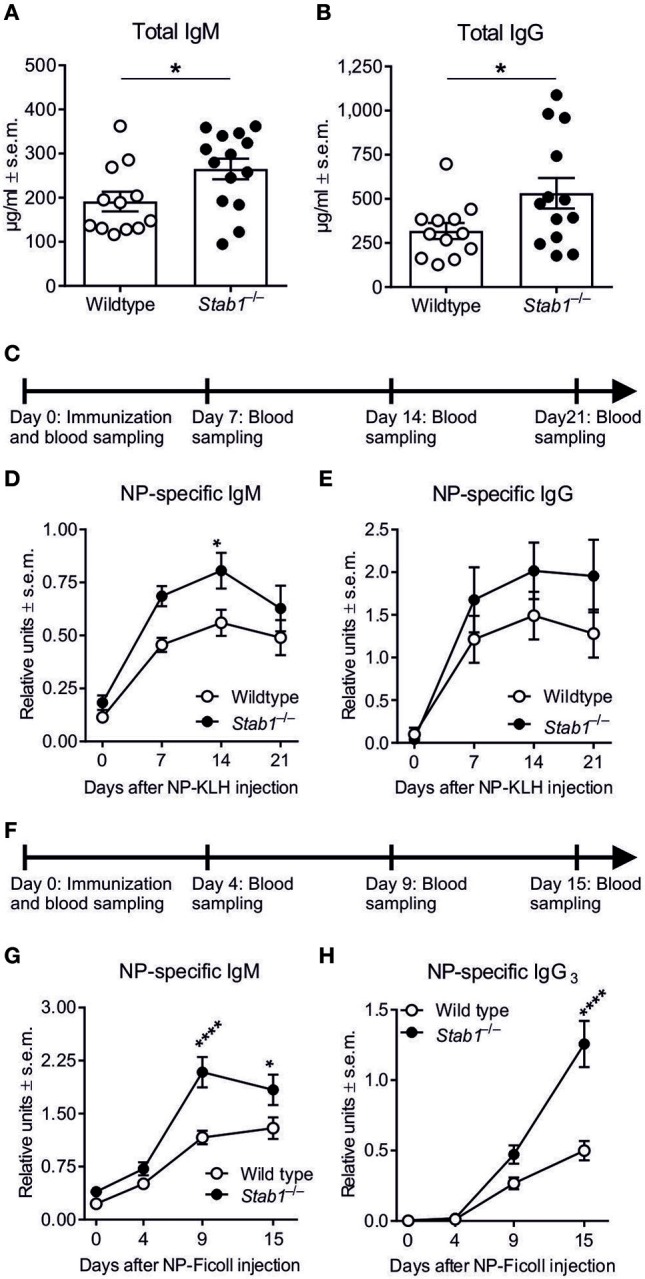
*Stab1*^−/−^ mice have elevated antibody levels at baseline and after immunization with TD and TI antigens. **(A,B)** Baseline plasma concentrations of IgM **(A)** and IgG **(B)** as determined by ELISA. **(C)** Experimental protocol for NP-KLH (TD antigen) immunization. **(D,E)** Kinetics of NP-specific IgM **(D)**, and IgG **(E)** production after NP-KLH immunization (RU, relative units) determined by ELISA. **(F)** Experimental protocol for NP-Ficoll (TI-2 antigen) immunization. **(G–H)** Kinetics of NP-specific IgM **(G)** and IgG_3_ **(H)** production after NP-Ficoll immunization in wildtype and *Stab1*^−/−^ mice. **(A,B)** Each data point represents one mouse and bars represent the means ± s.e.m., *n* = 12 (wildtype) and 14 (*Stab1*^−/−^) **(A)** and 12 (wildtype) and 13 (*Stab1*^−/−^) **(B)**. Statistical significance was determined with Student's unpaired two-tailed *t*-test **(A)** and Student's unpaired two-tailed *t*-test with Welch's correction **(B)**, ^*^P < 0.05. **(D,E,G,H)** Data are presented as means ± s.e.m., *n* = 10–11 (wildtype) and 8–9 (*Stab1*^−/−^) **(D, E)**, 12 (wildtype) and 15 (*Stab1*^−/−^) **(G)** and 4 (wildtype) and 5 (*Stab1*^−/−^) **(H)**. Statistical significance was determined with two-way ANOVA followed by Bonferroni's multiple comparisons tests, ^*^P < 0.05, ^****^P < 0.0001.

### Accelerated TD and TI-2 antibody responses in *Stab1*^−/−^ mice

To study the role of Clever-1 in classical TD antibody production, we used intraperitoneal nitrophenyl (NP)-KLH immunization with adjuvant (Figure 1C). Kinetic measurements of plasma antibody levels showed that the NP-KLH–specific IgM response was accelerated in *Stab1*^−/−^ mice compared to wildtype mice (Figure 1D). On day 7, the level of NP-specific IgM was 0.46 ± 0.034 relative units (RU) in wildtype mice and 0.69 ± 0.048 RU in *Stab1*^−/−^ mice (*P* = 0.0742), and on day 14, the NP-specific IgM levels reached 0.56 ± 0.062 RU and 0.81 ± 0.084 RU in wildtype and *Stab1*^−/−^ mice, respectively (*P* = 0.0496) (Figure 1D). The level of NP-specific IgG was 52.8 ± 16.3% higher on day 21 after NP-KLH immunization in *Stab1*^−/−^ mice compared to wildtype mice, although the differences were not statistically significant at any measured time point (Figure 1E).

TI antibody responses were studied with the TI-2 antigen NP-Ficoll (Figure 1F). We observed that the NP-specific IgM response was more robust in *Stab1*^−/−^ mice compared to wildtype mice (Figure 1G). On day 9, the level of NP-specific IgM was 1.16 ± 0.10 RU in wildtype mice and 2.09 ± 0.22 RU in *Stab1*^−/−^ mice (*P* < 0.0001), and on day 15, the NP-specific IgM levels were 1.29 ± 0.15 RU in wildtype mice and 1.84 ± 0.22 RU in *Stab1*^−/−^ mice (*P* = 0.0335) (Figure 1G). Similarly, class switching to the NP-specific IgG_3_ isotype, which is relatively specific to TI-2 antibody responses (26), was enhanced in *Stab1*^−/−^ mice (Figure 1H). On day 15, the levels of NP-specific IgG_3_ remained at 0.50 ± 0.070 RU in wildtype mice but rose to 1.26 ± 0.16 RU in *Stab1*^−/−^ mice (*P* < 0.0001) (Figure 1H). Collectively, these data show that both TD and especially TI-2 antibody responses are enhanced in mice lacking Clever-1.

### Altered splenic B cell subpopulations in *Stab1*^−/−^ mice

Since the spleen plays a central role in humoral immunity, we next compared splenic B cell populations between wildtype and *Stab1*^−/−^ mice. The frequencies of B220^+^ B cells did not differ significantly between wildtype and *Stab1*^−/−^ mice, nor did their absolute numbers per mg of spleen (Figures 2A,B). Nevertheless, the spleens of *Stab1*^−/−^ mice were on average larger than those of wildtype mice (*P* < 0.0001), increasing the absolute number of B cells per spleen (Figures 2C–E). Unexpectedly, in spite of the increased natural TI antibody levels in *Stab1*^−/−^ mice, the frequency of MZB was reduced by 33.3 ± 4.0% in naïve *Stab1*^−/−^ mice compared to naïve wildtype mice (*P* = 0.0041) (Figures 2F,G). The frequencies of splenic follicular B cells (FoB) and CD4^+^ and CD8^+^ T cells were comparable between naïve wildtype and *Stab1*^−/−^ mice, although the frequency of naïve CD4^+^ T cells in the spleen was increased in *Stab1*^−/−^ mice compared to wildtype mice (*P* < 0.0001) (Figure 2H and Supplementary Figures S1A–C).

**Figure 2:**
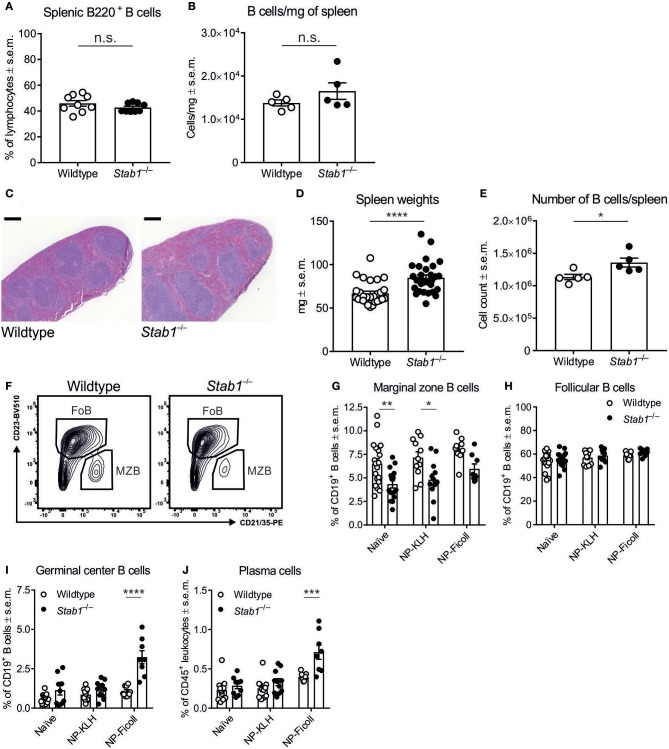
*Stab1*^−/−^ mice have enlarged spleens and altered B cell populations. **(A,B)** Frequencies of B220^+^ B cells in the spleen **(A)** and B cell number per mg of spleen **(B)** in wildtype and *Stab1*^−/−^ mice. **(C–E)** Representative hematoxylin/eosin–stained spleen sections (scale bar, 200 μm) **(C)**, spleen weights **(D)**, and the absolute numbers of B cells per spleen **(E)** in wildtype and *Stab1*^−/−^ mice. **(F–H)** Representative gating **(F)** and the frequencies of splenic MZB (CD19^+^ CD23^low^ CD21/CD35^+^) **(G)** and FoB (CD19^+^ CD23^+^ CD21/35^low^) **(H)** in naïve and NP-KLH- or NP-Ficoll-immunized mice. **(I,J)** Frequencies of splenic GCB (CD19^+^ Fas^+^) **(I)** and PC (CD45^+^ CD19^−^ CD138^high^) **(J)** naïve and NP-KLH- or NP-Ficoll-immunized mice. **(A,B,D,E,G–J)** Each data point represents one mouse and bars represent the means ± s.e.m., *n* = 9 (wildtype and *Stab1*^−/−^) **(A)**, 5 (wildtype and *Stab1*^−/−^) **(B)**, 28 (wildtype) and 29 (*Stab1*^−/−^) **(D)**, 5 (wildtype and *Stab1*^−/−^) **(E)**, 9–19 (wildtype) and 8–16 (*Stab1*^−/−^) **(G, H)** and 9–14 (wildtype) and 8–11 (*Stab1*^−/−^) **(I, J)**. Statistical significance was determined with Student's unpaired two-tailed *t*-test **(A,B,D,E)** or two-way ANOVA followed by Bonferroni's multiple comparisons tests **(G–J)**, ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001, n.s. not significant.

After immunization with NP-KLH, MZB remained scarcer by 32.5 ± 4.7% in *Stab1*^−/−^ mice compared to wildtype mice (*P* = 0.0147), but we did not observe statistically significant differences in the frequencies of FoB in response to either TD or TI antigen (Figure 2G and H). In contrast, after immunization with NP-Ficoll, the frequencies of reactive germinal center B cells (GCB) and plasma cells (PC) were robustly elevated by 203.4 ± 31.1% and 79.0 ± 9.9%, respectively, in *Stab1*^−/−^ mice compared to wildtype mice (*P* < 0.0001 and *P* = 0.0001, respectively) (Figures 2I,J). Thus, *Stab1*^−/−^ mice manifest with constitutive hyperimmunoglobulinemia in the absence of increased frequencies of MZB or FoB in the spleen.

### Extrasplenic factors contribute to hyperimmunoglobulinemia in *Stab1*^−/−^ mice

Clever-1 is generally expressed by subsets of endothelial cells and immunosuppressive macrophages (2–5). In the spleen, however, we found that Clever-1 expression was strictly limited to PV-1^+^ vascular endothelial cells in the red pulp (Figure 3A). No anti-Clever-1 staining of spleen sections co-localized with CD209b^+^ marginal zone (MZ) macrophages, CD169^+^ metallophilic macrophages or F4/80^+^ red pulp macrophages (Figure 3A). The specificity of the anti-Clever-1 antibody was confirmed by the lack of reactivity with any cell type in spleens from *Stab1*^−/−^ mice (Supplementary Figure S2).

**Figure 3:**
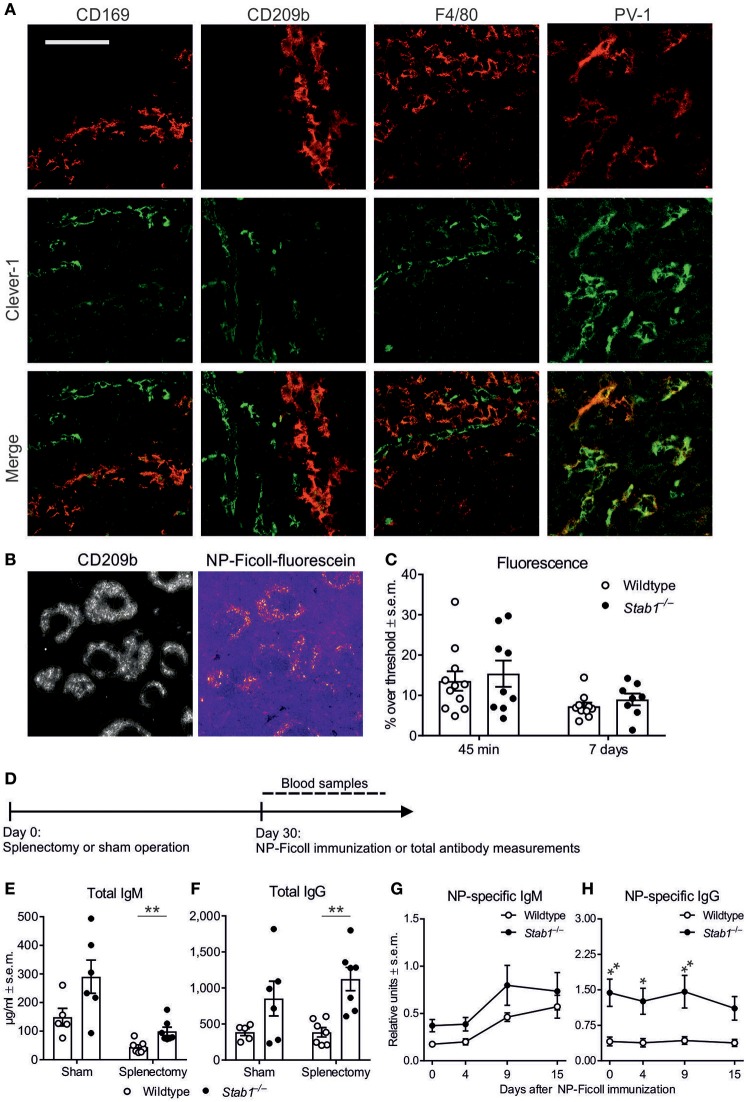
The elevated antibody levels in *Stab1*^−/−^ mice are regulated by extrasplenic factors. **(A)** Immunostaining of wildtype spleen sections with antibodies against Clever-1 (green, middle row) and CD169 (metallophilic macrophage marker), CD209b (MZ macrophage marker), F4/80 (red pulp macrophage marker) or PV-1 (vascular endothelial cell marker) (red, top row). Yellow color in the merged images indicates co-localization (bottom row) (scale bar, 200 μm). Images are representative of three independent experiments. **(B,C)** Representative immunostaining of fluorescein-labeled NP-Ficoll accumulation into CD209b^+^ MZ macrophages **(B)** and quantification at 45 min and 7 days **(C)** after intravenous injection. **(D)** Experimental protocol for splenectomy and NP-Ficoll immunization. **(E,F)** Plasma concentrations of IgM **(E)** and IgG **(F)** after splenectomy or sham operation as determined by ELISA. **(G,H)** Kinetics of NP-specific IgM **(G)** and IgG **(H)** production after NP-Ficoll immunization in splenectomized mice. **(C,E,F)** Each data point represents one mouse and bars represent the means ± s.e.m., *n* = 10–11 (wildtype) and 8–9 (*Stab1*^−/−^) **(C)** and 5–7 (wildtype) and 6–7 (*Stab1*^−/−^) **(E, F)**. **(G, H)** Data are presented as means ± s.e.m., *n* = 4 (wildtype and *Stab1*^−/−^). **(C,E–H)** Statistical significance was determined with Student's unpaired two-tailed *t*-test with Welch's correction when applicable **(C,E,F)** or two-way ANOVA followed by Bonferroni's multiple comparisons tests **(G,H)**, ^*^P < 0.05, ^**^P < 0.01.

We then tested whether the accelerated antibody responses in *Stab1*^−/−^ mice might be attributed to better antigen access to the marginal zone due to systemically absent Clever-1–dependent scavenging. However, we saw no differences in the accumulation of intravenously injected NP-Ficoll into CD209b^+^ MZ macrophages between wildtype and *Stab1*^−/−^ mice after 45 min, reflecting immediate antigen access, or after 7 days, reflecting long-term antigen accumulation (Figures 3B,C). Thus, in the spleen, Clever-1 is exclusively expressed by vascular endothelial cells, and Clever-1 deficiency does not affect the delivery of intravascular TI antigen to the marginal zone.

To further analyze the possible contribution of the spleen to the altered humoral immune responses observed in *Stab1*^−/−^ mice, we studied antibody production in response to immunization after splenectomy (Figure 3D). As expected, splenectomy lowered basal IgM levels in both wildtype and *Stab1*^−/−^ mice when compared to sham-operated mice by 65.8 ± 14.9% and 70.1 ± 18.2%, respectively, whereas basal IgG levels remained unaffected (Figures 3E,F). Notably, even after splenectomy, the basal levels of IgM and IgG remained 123.5 ± 26.1% and 191.4 ± 39.0% higher, respectively, in *Stab1*^−/−^ mice compared to wildtype mice (*P* = 0.0059 and 0.0029, respectively) (Figures 3E,F). Additionally, after immunization with NP-Ficoll, splenectomized *Stab1*^−/−^ mice still produced NP-specific IgM more robustly than splenectomized wildtype mice, although these differences did not reach statistical significance (Figure 3G). Immunizing splenectomized mice did not further increase IgG levels in either genotype, but the IgG levels remained significantly higher in *Stab1*^−/−^ mice throughout the time course (Figure 3H). Our experiments on splenectomized mice therefore strongly suggest that the increased basal IgM and IgG and TI antigen–induced IgM levels in *Stab1*^−/−^ mice in comparison to wildtype mice are due to the effects of Clever-1 on B cell function mainly outside the spleen.

### Delayed B lymphopoiesis, B lymphocytemia and diminished peritoneal B1 cells in *Stab1*^−/−^ mice

In search of the extrasplenic origin of hyperimmunoglobulinemia in *Stab1*^−/−^ mice, we next analyzed B cell maturation in the bone marrow. Flow cytometric analysis revealed that the frequencies of pre-pro, pre and early mature B cells were reduced by 32.0 ± 3.4%, 35.9 ± 6.8% and 24.5 ± 0.7%, respectively, in *Stab1*^−/−^ mice compared to wildtype mice (*P* = 0.0140, 0.0002 and 0.0004, respectively), whereas those of late mature and transitional B cells were comparable between the two genotypes (Table 1). The frequencies of PC and T cell subpopulations in the bone marrow were comparable between wildtype and *Stab1*^−/−^ mice (Table 1 and Supplementary Table 1).

**Table 1:** Phenotype of B cells in wildtype and *Stab1*^−/−^ mice.

	**Wildtype**	***Stab1*^−/−^**	
**BONE MARROW**			
Pre-pro (B220^+^ CD24^low^ CD43^+^)	15.8 ± 1.1^a^ (*n* = 5)	10.7 ± 0.9^a^ (*n* = 5)	^*^^b^
Pre (B220^+^ CD24^+^ CD43^−^ IgM^−^ IgD^−^)	20.2 ± 2.1^a^ (*n* = 5)	13.0 ± 2.1^a^ (*n* = 5)	^***^^b^
Immature (B220^+^ CD24^+^ CD43^−^ IgM^low^ IgD^−^)	7.7 ± 0.2^a^ (*n* = 5)	7.7 ± 0.2^a^ (*n* = 5)	
Early mature (B220^+^ CD24^+^ CD43^−^ IgM^+^ IgD^+^)	27.9 ± 0.6^a^ (*n* = 5)	21.1 ± 0.4^a^ (*n* = 5)	^***^^b^
Late mature (B220^+^ CD24^+^ CD43^−^ IgM^low^ IgD^+^)	3.1 ± 0.2^a^ (*n* = 5)	4.4 ± 0.4^a^ (*n* = 5)	
Transitional (B220^+^ CD24^+^ CD43^−^ IgM^+^ IgD^−^)	9.9 ± 0.4^a^ (*n* = 5)	8.7 ± 0.6^a^ (*n* = 5)	
Plasma cells (CD45^+^ B220^low^ CD138^high^)	44.9 ± 2.5^a^ (*n* = 5)	44.1 ± 0.8^a^ (*n* = 5)	
B1 cells (CD19^+^ CD5^+/−^ CD11b^+^)	3.2 ± 0.5^a^ (*n* = 8)	3.4 ± 0.2^a^ (*n* = 9)	
**BLOOD**			
B220^+^ B cells	42.2 ± 5.3^a^ (*n* = 9)	60.6 ± 3.4^a^ (*n* = 9)	^*^^c^
**PERITONEAL CAVITY**			
B1 cells (CD19^+^ CD5^+/−^ CD11b^+^)	39.3 ± 4.1^a^ (*n* = 8)	22.4 ± 2.3^a^ (*n* = 9)	^**^^c^

a *% of cells (mean ± SEM)*.

b ^*^P < 0.05, ^***^P < 0.001 (two-way ANOVA).

c ^*^P < 0.05, ^**^P < 0.01 (Student's unpaired two-tailed t-test with Welch's correction).

In the blood, the frequency of B220^+^ B cells among lymphocytes was 43.5 ± 6.0% higher in *Stab1*^−/−^ mice compared to wildtype mice (*P* = 0.0147) (Table 1), whereas the frequency of CD4^+^ T cells was 38.8 ± 7.0% lower, (*P* = 0.0227) (Supplementary Table 1). Otherwise, the numbers of total leukocytes, lymphocytes and granulocytes in the blood of wildtype and *Stab1*^−/−^ mice (6.4 × 10^3^, 5.7 × 10^3^, and 0.67 × 10^3^ cells/μl in wildtype mice vs. 7.0 × 10^3^, 6.1 × 10^3^, and 0.75 × 10^3^ cells/μl in *Stab1*^−/−^ mice, respectively) were comparable between the two genotypes, as were the frequencies of total blood CD8^+^ T cells and blood CD4^+^ and CD8^+^ T cell subpopulations (Supplementary Table 1).

Because B1 cells also contribute to antibody production, we studied their abundance in the bone marrow and peritoneum in *Stab1*^−/−^ mice. This analysis revealed comparable frequencies of bone marrow B1 cells between wildtype and *Stab1*^−/−^ mice, but a 43.0 ± 6.2% decrease in the frequency of peritoneal B1 cells in *Stab1*^−/−^ mice compared to wildtype mice (*P* = 0.0032) (Table 1). Collectively, these data show alterations in early B cell lymphopoiesis in the bone marrow, in the numbers of circulating B cells and in peritoneal B1 cells in *Stab1*^−/−^ mice, yet these extrasplenic B cell aberrations do not apparently correlate with the hyperimmunoglobulinemia of these mice.

### Monocyte/macrophage Clever-1 regulates antibody production

To analyze the potential role of macrophage Clever-1 in the regulation of antibody production, we utilized our *Lyz2-Cre*/*Stab1*^fl/fl^ mice that lack Clever-1 selectively from monocytes/macrophages (27). Notably, we observed increased plasma levels of IgG also in *Lyz2-Cre*/*Stab1*^fl/fl^ mice compared to wildtype mice (Figures 4A,B).

**Figure 4:**
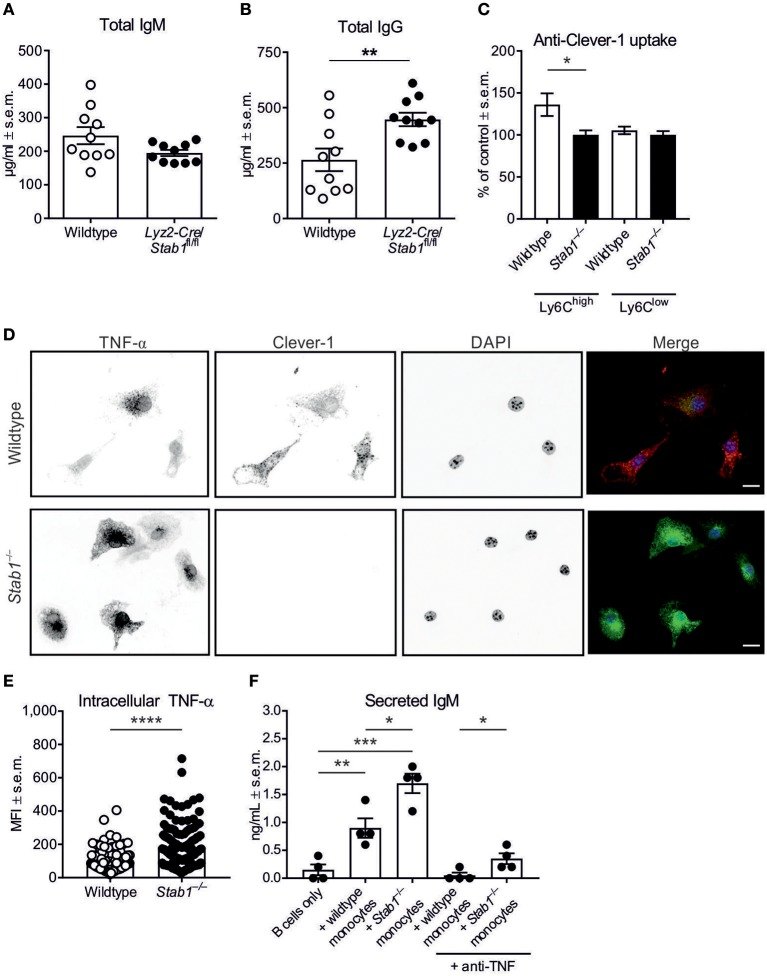
*Stab1*^−/−^ monocytes induce enhanced antibody production by B cells. **(A,B)** Baseline plasma concentrations of IgM **(A)** and IgG **(B)** in *Lyz2-Cre*/*Stab1*^fl/fl^ mice and control mice. **(C)** Uptake of fluorescently-conjugated anti-Clever-1 antibody by Ly6C^high^ and Ly6C^low^ monocytes from naïve mice. MFI values have been normalized to unspecific antibody uptake by the corresponding *Stab1*^−/−^ monocyte populations, which have been set at 100%. **(D)** Representative immunofluorescence images of wildtype and *Stab1*^−/−^ M2 macrophages treated with LPS and brefeldin A for 5 h. In the merged images, nuclei are shown in blue, TNF-α in green and Clever-1 in red (scale bar, 10 μm). **(E)** Quantification of TNF-α mean fluorescence intensities (MFI) per cell from **(D)**. The quantification is representative of three independent experiments. **(F)** Concentrations of secreted IgM as determined by ELISA from co-culture supernatants. Wildtype B cells were cultured with or without bone-marrow-derived monocytes/macrophages from wildtype or *Stab1*^−/−^ mice as indicated. **(A–C,E,F)** Each data point represents one mouse **(A–C)** or one cell **(E,F)** and bars represent the means ± s.e.m., *n* = 10 (wildtype and *Stab1*^−/−^) **(A, B)**, 4 (wildtype and *Stab1*^−/−^) **(C)**, 118 (wildtype) and 140 (*Stab1*^−/−^) **(E)** and 4 per condition **(F)**. Statistical significance was determined with Student's unpaired **(A–C,E)** or paired **(F)** two-tailed *t*-test with Welch's correction when applicable **(A)**, ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001.

We have previously reported that in human monocytes/macrophages, silencing *Stab1* with siRNA and blocking Clever-1 with a specific antibody associate with the increased production of inflammatory cytokines, including TNF-α (15, 16). Incubation of peripheral blood leukocytes from wildtype and *Stab1*^−/−^ mice with directly-conjugated anti-Clever-1 antibody mStab1–1.26 or an isotype-matched control antibody revealed specific Clever-1 expression by Ly6C^high^ classical monocytes, but not by Ly6C^low^ non-classical monocytes (*P* = 0.0482) (Figure 4C). Moreover, bone-marrow-derived monocytes/macrophages from *Stab1*^−/−^ mice produced higher levels of TNF-α than those from wildtype mice when stimulated with LPS (*P* < 0.0001) (Figures 4D,E). Thus, murine monocytes and monocyte-derived macrophages express Clever-1, and Clever-1 is functionally involved in the regulation of TNF-α synthesis.

To determine whether the heightened inflammatory propensity of Clever-1-deficient monocytes/macrophages could be linked to the increased IgM production observed in *Stab1*^−/−^ mice, we performed co-culture experiments with wildtype splenic B cells (depleted of plasma cells) and wildtype or *Stab1*^−/−^ monocytes/macrophages isolated from bone marrow. Consistent with the fact that monocytes/macrophages regulate B cell function through the secretion of cytokines such as TNF-α (28, 29), ELISA of the co-culture supernatants showed increased secretion of IgM when either wildtype or *Stab1*^−/−^ monocytes were co-cultured with B cells compared to B cells alone (*P* = 0.0091 and 0.0002, respectively) (Figure 4F). Notably, *Stab1*^−/−^ monocytes were able to induce 47.1 ± 8.9% greater secretion of IgM by B cells compared to wildtype monocytes (*P* = 0.0171) (Figure 4F). The same effect was observed in another independent co-culture experiment (*P* = 0.0030). The increased IgM production was neutralized by TNF-α depletion in co-cultures with wildtype monocytes but only partially in co-cultures with *Stab1*^−/−^ monocytes, where the amount of secreted IgM remained significantly higher even after TNF-α depletion (*P* = 0.0321) (Figure 4F). Therefore, the contribution of other inflammatory factors whose production is increased in the absence of Clever-1 is likely. This notion is supported by the finding that interferon-activated gene 202b (*Ifi202b*) was upregulated in *Stab1*^−/−^ mice. 

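Liver RNA was sequenced from 4 wildtype and 4 Stab1-/- mice at 2 weeks of age, and from 4 wildtype and 3 Stab1-/- fetal samples at the embryonic stage E17.5. Stab1 is the gene that encodes Clever-1. For each gene and library, the authors deposited the number of uniquely mapped reads, the percent of the gene model covered by reads, and the expression level as RPKM, which divides the reads by gene length and by the total of reads counted on genes in that library. In units of 1000 reads, the reads counted on genes ranged from 9659 to 10577 per library in 2-week-old Stab1-/- mice (median 9802) and from 9917 to 10668 in 2-week-old wildtype mice (median 10545). At E17.5 they ranged from 10462 to 10601 in Stab1-/- samples (median 10523) and from 10451 to 10964 in wildtype samples (median 10732). The paper's text refers to an earlier article for the sequencing method, and it names no aligner, genome build or test for these libraries. Starting from the deposited counts, the genotypes were compared within each age by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, after edgeR's filter on low counts had left 12716 genes at 2 weeks and 13388 genes at E17.5. A gene is called here when its adjusted p-value is under 0.05. Counts of 3 or fewer were taken as the detection floor of a library, and a fold against a group at or under it is given as a lower bound. The floor covers counting error only, since the reads carry no molecular identifiers.
The targeted gene was examined first. Stab1, listed under Entrez gene ID 192187, lies on chromosome 14 from 31139013 to 31168641 in the GENCODE annotation of GRCm38, and the build that the authors used is not named. At 2 weeks, the 4 Stab1-/- libraries had 68, 77, 119 and 82 Stab1 reads and the 4 wildtype libraries had 766, 579, 822 and 941. At E17.5, the 3 Stab1-/- libraries had 361, 301 and 443 Stab1 reads and the 4 wildtype libraries had 1337, 1244, 1448 and 1868. The expression of Stab1 in 2-week-old livers was 1.09 ± 0.31 RPKM (SD, n = 4) in Stab1-/- mice and 9.29 ± 1.55 RPKM (SD, n = 4) in wildtype mice, so that 11.8% of the wildtype level remained. In E17.5 livers it was 4.37 ± 0.817 RPKM (SD, n = 3) against 17.2 ± 3.17 RPKM (SD, n = 4), and 25.4% of the wildtype level remained. Reads covered between 26.18% and 41.08% of the Stab1 gene model in the 2-week-old Stab1-/- libraries and between 79.35% and 85.97% in the E17.5 ones. These are RNA reads and do not measure the Clever-1 protein, for which the paper reports no antibody reactivity in Stab1-/- spleens. The log2 fold change of Stab1 was -3.19 (standard error 0.20) with an adjusted p-value of 5.15e-06 at 2 weeks and -1.91 (standard error 0.15) with an adjusted p-value of 0.00101 at E17.5 (edgeR, Benjamini-Hochberg). Each Stab1-/- library was below each wildtype library of its age, with a two-sided exact permutation p of 0.0286 at 2 weeks and 0.0571 at E17.5, the smallest p that 4 against 4 and 3 against 4 libraries allow. Actb, the control gene of the paper's qPCR, was 246 ± 45.1 RPKM in Stab1-/- and 240 ± 40.5 RPKM in wildtype livers at 2 weeks (SD, n = 4 each), a difference within the spread between replicates (exact permutation p = 0.8286). At E17.5 the Actb levels were 499 ± 85.2 RPKM (SD, n = 3) and 451 ± 50.8 RPKM (SD, n = 4), again within the spread (exact permutation p = 0.4).
At 2 weeks 119 genes were higher and 221 lower in Stab1-/- livers, and at E17.5 26 genes were higher and 23 lower. The genotypes share replicate numbers. The deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.132 at 2 weeks (-0.00899 to 0.257). At E17.5 the mean was -0.0837. The mean of the other pairs at 2 weeks, -0.0447, is tied to the first by the centring on group means and is no separate evidence. Single other pairs at 2 weeks reached 0.322, so the correlations do not settle whether the numbers pair the libraries. With the replicate number as a block, 642 genes were higher and 539 lower at 2 weeks, the alternative that moved the number of higher genes most, and 10 were higher and 13 lower at E17.5. The log2 fold change of Stab1 with the block was -3.19 at 2 weeks and -1.81 at E17.5, with adjusted p-values of 2.06e-06 and 0.00212 (edgeR, Benjamini-Hochberg). At 2 weeks the log2 fold changes also followed the GC content of the transcripts, with a Spearman's rho of -0.325 across genes, which are not independent replicates. With the GC trend of each library removed, 125 genes were higher and 215 lower, and 273 genes were called both with and without the correction. With the replicate block and the GC correction together, 321 genes were higher and 350 lower. Both GC corrections were chosen after seeing the data.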

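Ifi202b, listed under Entrez gene ID 26388, lies on chromosome 1 from 173962568 to 173982744 in the same annotation. In 2-week-old Stab1-/- livers 135, 115, 73 and 51 reads were counted on Ifi202b, and in the E17.5 Stab1-/- livers 46, 116 and 64. No read was counted on it in any of the 8 wildtype libraries, so that its level there was under the 3 reads that the depth can show. The expression of Ifi202b was 5.20 ± 2.06 RPKM (SD, n = 4) in 2-week-old and 3.99 ± 1.95 RPKM (SD, n = 3) in E17.5 Stab1-/- livers. Reads covered between 61.8% and 85.3% of the gene model in the 2-week-old Stab1-/- libraries and between 64.0% and 81.9% in the E17.5 ones. Against the floor of the wildtype libraries, Ifi202b was at least 30.9-fold higher in Stab1-/- livers at 2 weeks and at least 25.0-fold higher at E17.5, which is a log2 ratio of at least 4.95 and 4.64. The separation of the genotypes was complete at both ages, with a two-sided exact permutation p of 0.0286 at 2 weeks and 0.0571 at E17.5. The fitted log2 fold change was 9.52 (standard error 0.73) with an adjusted p-value of 0.000322 at 2 weeks and 9.30 (standard error 0.82) with an adjusted p-value of 0.00827 at E17.5 (edgeR, Benjamini-Hochberg). Its size depends on how the absent wildtype signal is entered. On the log2(RPKM + 1) scale of limma it was 2.57 and 2.25 at the respective ages, and as the log2 ratio of mean RPKM with 0 set to 0.01 it was 9.02 and 8.64. Ifi202b was called in each fit that was run, those leaving out one library at a time included. With the replicate number as a block, its log2 fold change was 9.52 with an adjusted p-value of 0.000584 at 2 weeks and 9.30 with an adjusted p-value of 0.0273 at E17.5 (edgeR, Benjamini-Hochberg). Among the other tested genes within 20 Mb of Ifi202b, 12 of 238 (5.04%) were called at 2 weeks against 2.59% of the tested genes elsewhere (Fisher's exact test, two-sided p = 0.0363). At E17.5 only 3 of 247 (1.21%) were called against 0.322%, which does not pass 0.05 (Fisher's exact test, two-sided p = 0.0507). Both tests were chosen after the results had been seen.

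**Figure D1:**
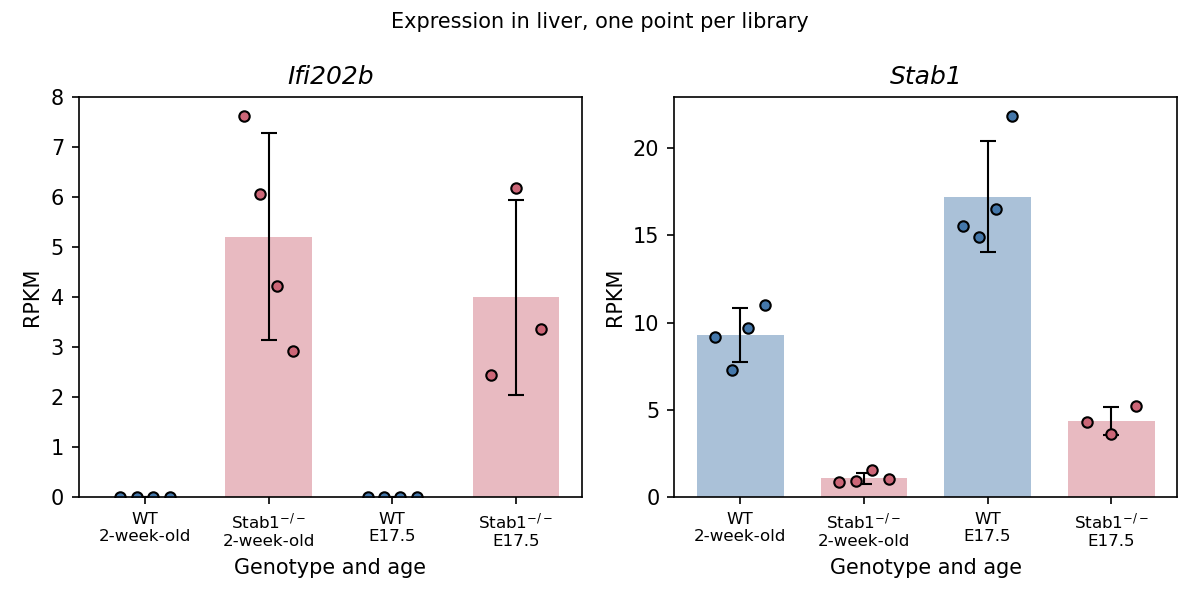
Expression of Ifi202b (left) and Stab1 (right) in RPKM in liver libraries of wildtype (WT, blue) and Stab1-/- (red) mice at 2 weeks and E17.5. Bars show means, error bars SD (n = 4, and n = 3 for E17.5 Stab1-/-) and points single libraries; Ifi202b is at 0 in the wildtype libraries of both ages and averages 5.20 and 3.99 RPKM in the Stab1-/- ones.

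Supplementary Table 2 lists 55 genes with a fold change over 2 at 2 weeks, which it describes as significantly upregulated, and 82 at E17.5, which it describes as upregulated. Of the 55 genes, 52 could be tested and 22 were called with a log2 fold change over 1. Adjusted over the list alone, and without the limit on the fold change, 50 had an adjusted p-value under 0.05 (edgeR, Benjamini-Hochberg). This shows no stability because the list was drawn from these data. In 44 of the 55 genes each Stab1-/- library was above each wildtype library, a number that the selection of the list by fold change in the same libraries favours. With the replicate number as a block 44 of the 55 genes were called, with the block and the GC correction 35, with all 15 libraries in one fit 34, with edgeR without its filter 32, with DESeq2 29, with the limma fits 10 to 22, and with one library left out 15 to 27. Of the 82 genes listed at E17.5, 52 could be tested and 4 were called, namely Ifi202b, Serpina3h, Serpina3n and Serpina11, of which the Serpina3 genes belong to a family of similar copies whose reads the counting could have split. Serpina11 was named after its values were seen. Adjusted over the list alone 52 passed, and 14 of the 82 genes had each Stab1-/- library above each wildtype library, with the same limit. The highest count of 72 of these 82 genes was in Stab1-/- replicate 1, and in 41 genes a single library held more than 90% of the summed Stab1-/- RPKM. With the replicate number as a block 4 of the E17.5 genes were called, with the block and the GC correction 5, with all 15 libraries in one fit 11, with DESeq2 16, with the limma fits 3 or 4, and with one library left out 3 to 9. The paper states that a contribution of other inflammatory factors, whose production is increased when Clever-1 is absent, is likely, and it gives the upregulation of Ifi202b in Stab1-/- mice as support for this notion.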

RNA sequencing of liver samples from fetal and 2-weeks-old wildtype and *Stab1*^−/−^ mice showed that *Ifi202b* was not expressed in wildtype samples, but clearly expressed in samples from *Stab1*^−/−^ mice (log_2_ *Stab1*^−/−^/wildtype = 8.64 in fetal and 9.02 in 2-weeks-old mice) (Supplementary Table 2). Similarly, when assayed by qPCR from adult spleens, *Ifi202b* expression was negligible in wildtype mice but strongly induced in *Stab1*^−/−^ mice (RQ = 267, *n* = 3). Collectively, these experiments suggest that without Clever-1, monocytes/macrophages have an intrinsically heightened ability to stimulate B cells to produce antibodies.

## Discussion

We found here that *Stab1*^−/−^ mice manifest with elevated basal levels of IgM and IgG and augmented TD and TI antibody responses. While the frequency of B cells in the blood of *Stab1*^−/−^ mice was higher than in wildtype mice, the frequencies of B220^+^ B cells and FoB in the spleen were similar between the two genotypes, and the augmented antibody synthesis in the absence of Clever-1 was also observed in splenectomized mice. Therefore, Clever-1 does not seem to affect antibody production by controlling B cell numbers and humoral immune responses in the spleen. Instead, our functional data imply that Clever-1 in monocytes/macrophages controls the overall activity of B cells via the production of inflammatory cytokines.

*Stab1*^−/−^ mice are born at an expected Mendelian ratio and have no detectable macroscopic or microscopic defects or behavioral abnormalities (27, 30). Under physiological conditions, only a simultaneous deletion of Stab1 together with its close homolog Stab2 results in glomelurofibrotic nephropathy possibly by impairing the clearance of profibrotic cytokine GDF-15 in the liver (30). *Stab1*^−/−^ single-knockout mice show aggravated fibrosis and delayed resolution in liver injury models likely due to impaired myeloid-cell dependent removal of fibrogenic products of lipid peroxidation (25). These mice have also been shown to manifest with diminished tumor progression in melanoma, lymphoma or breast cancer models *in vivo*, probably due to altered migration of leukocytes to tumors and altered scavenging of certain extracellular matrix molecules (27, 31). *Stab1*^−/−^ mice do not manifest with opportunistic infections, and although they have not been subjected to infection models, short-term and long-term treatments of wildtype mice with function-blocking anti-Clever-1 antibodies did not result in increased rates of spontaneous infections or impairment in the clearance of experimental Staphylococcus aureus skin infections, arguing against an overall increase in the infection susceptibility in the absence of Clever-1 (12, 27).

Our current findings thus reveal for the first time the aberrant control of humoral immune responses in *Stab1*^−/−^ mice. Based on the well-known scavenging function of Clever-1, we first hypothesized that in the wildtype setting, antigen scavenging by Clever-1 might limit antigen delivery to B cells and consequently restrain humoral immune responses. Surprisingly, however, we found that in the spleen, Clever-1 was completely absent from all splenic macrophages, including red pulp, MZ and metallophilic macrophages, and was solely expressed by the vascular endothelium. The possible scavenging function of endothelial Clever-1 in the spleen and that of endothelial and macrophagic Clever-1 in other organs is highly unlikely, since the intravenously injected fluorescent TI-2 antigen NP-Ficoll accumulated similarly into MZ macrophages in both wildtype and *Stab1*^−/−^ mice. Moreover, splenectomy did not abrogate the constitutively higher IgM and IgG levels or the enhanced production of NP-Ficoll–specific IgM post-immunization in *Stab1*^−/−^ mice. Therefore, our data suggest that the exaggerated humoral immune responses in *Stab1*^−/−^ mice are largely of extrasplenic origins.

The enhanced humoral immune responses in *Stab1*^−/−^ mice are likely dependent on the altered functionality of monocytes/macrophages. This notion is supported by the finding that the increased baseline level of IgG was present also in mice in which Clever-1 is selectively deleted from these myeloid cell populations (conditional Stab1 knockout mice expressing Cre recombinase under the *Lyz2* promoter). We showed here also that the loss of Clever-1 in monocytes/macrophages enhances TNF-α production, and we have previously reported that in humans, Clever-1^high^ monocytes downregulate IFNγ and TNF-α production by antigen-specific T cells (16). Neutralizing TNF-α largely reduced the increased capacity of *Stab1*^−/−^ monocytes to support IgM secretion in co-culture experiments. Moreover, Stab1-/- mice manifested with a massive increase in *Ifi202b* transcription, an interferon-inducible gene (32). These data suggest that Clever-1 serves as an endogenous immunosuppressive molecule in monocytes/macrophages, where it maintains the production of inflammatory cytokines at physiological levels. 

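Among the genes that passed edgeR's filter on low counts, Ifi202b had the largest fitted log2 fold change in Stab1-/- mice at both ages. In Supplementary Table 2, Guca2a, AI747448, Clca3 and Sct stand above it at E17.5, and these 4 genes did not pass the filter. By p-value it ranked 14 of 12716 genes at 2 weeks and 15 of 13388 genes at E17.5 in edgeR's quasi-likelihood test. The next largest increase among the called genes was that of 9130409I23Rik at 2 weeks, with a log2 fold change of 3.39, and that of H60a at E17.5, with 5.29. The lower bound for Ifi202b, 4.95 at 2 weeks, lies above the first of these values. At E17.5 it is 4.64, below that of H60a, so that the first rank there depends on how the absent wildtype reads are entered. Ifi202b was also the only gene at either age with no read in the wildtype libraries and at least 10 reads in each Stab1-/- library of that age. This pattern need not follow from the loss of Stab1, because a strain variant at Ifi202b remains possible. The labels give a mixed strain background for both genotypes, and the genotypes of the mice at this position were not examined. The level of Ifi202b in Stab1-/- livers was moderate, at percentile 44.6 of the tested genes at 2 weeks and percentile 33 at E17.5. The median tested gene had 6.41 and 7.46 RPKM at these ages. The genotype effect on Ifi202b did not differ detectably between the ages (edgeR interaction term, Benjamini-Hochberg adjusted p = 1), and the absence of wildtype reads at both ages leaves the size of such a difference undefined.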

When Clever-1 is removed from monocytes/macrophages, one consequence of the unrestrained production of inflammatory cytokines is the increased IgM and IgG production by B cells, possibly as a feedback regulatory response for compensating the actions of Clever-1.

Deleting or neutralizing Clever-1 augments antitumor immune responses at least in melanoma, lymphoma and breast cancer (27, 31). The efficacy of anti-Clever-1 antibodies in these experimental models has led to the development of fully human anti-Clever-1 antibodies that are entering clinical trials for cancer immunotherapy. Thus, our current observations suggest that disrupting the function of Clever-1 should not lead to the suppression of antibody production, and, in fact, could even improve humoral immune responses against tumor antigens.

## Ethics statement

All animal experiments were approved by the local Committee for Animal Experimentation in Finland (license numbers 5587/04.10.07/2014 and 5762/04.10.07/2017) and were performed according to the 3Rs principles and in accordance with the Finnish Act on Animal Experimentation (62/2006).

## Author contributions

JD, SJ, and MS conceived the study project and designed experiments. JD, MV, MK, PR, RV, KE, and MH performed experiments and analyzed the data. JD, MV, and MS drafted the manuscript. All authors contributed to the interpretation of the experiments, critically reviewed the manuscript, and gave final approval of the work.

### Conflict of interest statement

MH, SJ, and MS are shareholders in Faron Pharmaceuticals. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Enhanced Antibody Production in Clever-1/Stabilin-1–Deficient Mice
**Source:** Front Immunol. 2018 Oct 8;9:2257. doi: 10.3389/fimmu.2018.02257
**Supplement:** Supplementary file 1

## Enhanced Antibody Production in Clever-1/Stabilin-1-deficient mice

Johannes Dunkel<sup>1†</sup>, Miro Viitala<sup>1†</sup>, Marika Karikoski<sup>1</sup>, Pia Rantakari<sup>1</sup>, Reetta Virtakoivu<sup>1</sup>, Kati Elima<sup>1</sup>, Maija Hollmén<sup>1</sup>, Sirpa Jalkanen<sup>1</sup> and Marko Salmi<sup>1\*</sup>

### Supplementary Figures

**FIGURE S1.** Splenic T cell phenotype in *Stab1*<sup>-/-</sup> mice. **(A–C)** Frequencies of splenic CD4<sup>+</sup> and CD8<sup>+</sup> T cells **(A)**, splenic CD4<sup>+</sup> and CD8<sup>+</sup> memory (CD44<sup>high</sup> CD62L<sup>high</sup>), effector (CD44<sup>high</sup> CD62L<sup>low</sup>) and naïve (CD44<sup>low</sup> and CD62L<sup>high</sup>) T cells **(B)** and splenic regulatory T cells (CD4<sup>+</sup> CD25<sup>+</sup> Foxp3<sup>+</sup>) **(C)** in wildtype and *Stab1*<sup>-/-</sup> mice. **(A–C)** Each data point represents one mouse and bars represent the means ± s.e.m., *n* = 9 (wildtype and *Stab1*<sup>-/-</sup>) **(A)**, 5 (*Stab1*<sup>-/-</sup> and wildtype) **(B)** and 7 (wildtype and *Stab1*<sup>-/-</sup>) **(C)**. Statistical significance was determined with two-way ANOVA followed by Bonferroni's multiple comparisons tests **(A, B)** or Student's unpaired two-tailed *t*-test **(C)**, \*\*\*\* *p* < 0.0001.

**FIGURE S2.** The anti-Clever-1 antibody is specific. Sectioned spleens from wildtype (top row) and *Stab1*<sup>-/-</sup> mice (bottom row) were stained with antibodies against Clever-1 (left, green) or PV-1 (center, red). Merged images are shown on the rightmost column, yellow color indicates co-localization.

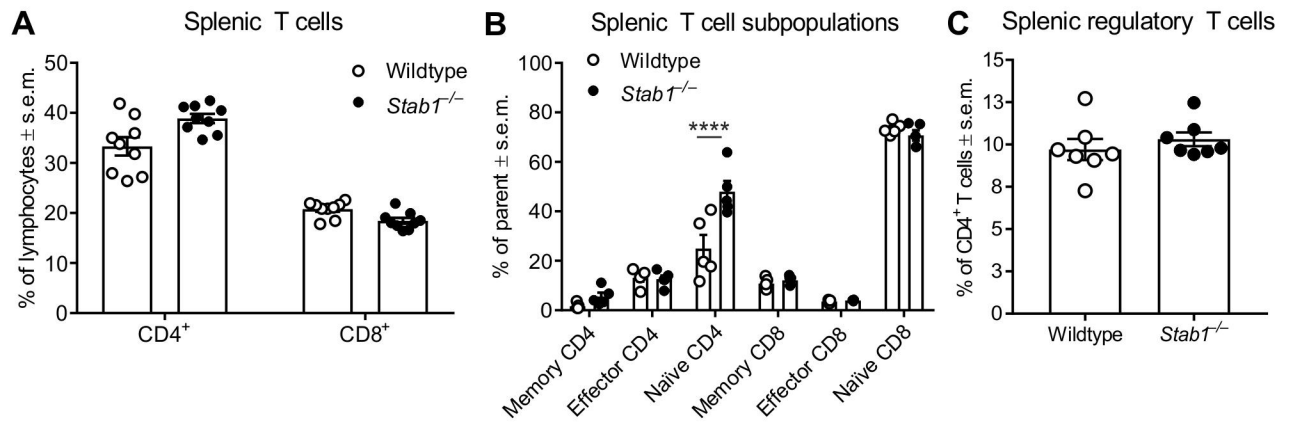

Supplementary Figure S1

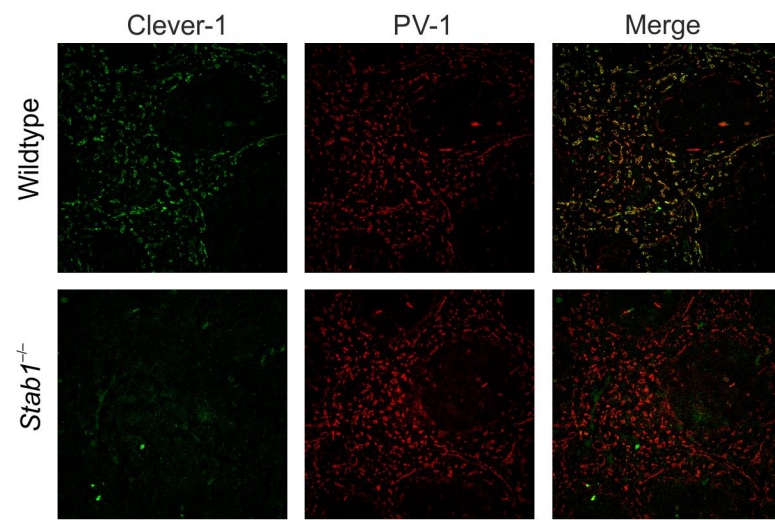

Supplementary Figure S2

## Supplementary Tables

**Supplementary Table 1.** Phenotype of T cells in wildtype and *Stab1*<sup>-/-</sup> mice.

|                                                           | Bone marrow                      |                                  | Blood                            |                                  |     |
|-----------------------------------------------------------|----------------------------------|----------------------------------|----------------------------------|----------------------------------|-----|
|                                                           | Wildtype                         | <i>Stab1</i> <sup>-/-</sup>      | Wildtype                         | <i>Stab1</i> <sup>-/-</sup>      |     |
| CD4 <sup>+</sup> T cells                                  |                                  |                                  |                                  |                                  |     |
| Memory (CD44 <sup>high</sup> CD62L <sup>high</sup> )      | 21.8 ± 2.5 <sup>a)</sup> (n = 5) | 28.4 ± 1.3 <sup>a)</sup> (n = 5) | 6.9 ± 1.0 <sup>a)</sup> (n = 4)  | 7.5 ± 1.7 <sup>a)</sup> (n = 5)  |     |
| Effector (CD44 <sup>high</sup> CD62L <sup>low</sup> )     | 23.2 ± 2.0 <sup>a)</sup> (n = 5) | 22.0 ± 1.0 <sup>a)</sup> (n = 5) | 3.9 ± 1.1 <sup>a)</sup> (n = 4)  | 3.2 ± 1.2 <sup>a)</sup> (n = 5)  |     |
| Naïve (CD44 <sup>low</sup> CD62L <sup>high</sup> )        | 34.7 ± 5.0 <sup>a)</sup> (n = 5) | 27.3 ± 1.6 <sup>a)</sup> (n = 5) | 77.1 ± 3.9 <sup>a)</sup> (n = 4) | 70.0 ± 8.6 <sup>a)</sup> (n = 5) |     |
| Total                                                     |                                  |                                  | 28.4 ± 3.6 <sup>a)</sup> (n = 9) | 17.4 ± 2.2 <sup>a)</sup> (n = 9) | *b) |
| CD8 <sup>+</sup> T cells                                  |                                  |                                  |                                  |                                  |     |
| Memory (CD44 <sup>high</sup> CD62L <sup>high</sup> )      | 11.9 ± 1.6 <sup>a)</sup> (n = 5) | 13.4 ± 1.5 <sup>a)</sup> (n = 5) | 6.2 ± 1.5 <sup>a)</sup> (n = 4)  | 5.2 ± 1.3 <sup>a)</sup> (n = 5)  |     |
| Effector (CD44 <sup>high</sup> CD62L <sup>low</sup> )     | 6.9 ± 0.9 <sup>a)</sup> (n = 5)  | 13.2 ± 2.5 <sup>a)</sup> (n = 5) | 6.5 ± 0.4 <sup>a)</sup> (n = 4)  | 6.4 ± 0.6 <sup>a)</sup> (n = 5)  |     |
| Naïve (CD44 <sup>low</sup> CD62L <sup>high</sup> )        | 55.1 ± 2.0 <sup>a)</sup> (n = 5) | 49.1 ± 2.1 <sup>a)</sup> (n = 5) | 33.0 ± 4.6 <sup>a)</sup> (n = 4) | 23.0 ± 7.8 <sup>a)</sup> (n = 5) |     |
| Total                                                     |                                  |                                  | 29.4 ± 3.2 <sup>a)</sup> (n = 9) | 22.0 ± 1.5 <sup>a)</sup> (n = 9) |     |
| a) % of cells (mean ± SEM)                                |                                  |                                  |                                  |                                  |     |
| b)* <i>P</i> < 0.05, *** <i>P</i> < 0.001 (two-way ANOVA) |                                  |                                  |                                  |                                  |     |

**Supplementary Table 2.**

List of significantly upregulated genes (FC > 2) in liver tissue from 2-week-old *Stab1*<sup>-/-</sup> mice compared to WT mice by RNA-seq analysis

| Gene ID | log <sub>2</sub> <i>Stab1</i> <sup>-/-</sup> /WT | Symbol            | Description                                                                    |
|---------|--------------------------------------------------|-------------------|--------------------------------------------------------------------------------|
| 26388   | 9,02                                             | Ifi202b           | interferon activated gene 202B                                                 |
| 624784  | 6,18                                             | Gm9855            | thymine DNA glycosylase pseudogene                                             |
| 19785   | 3,88                                             | Rprl3             | ribonuclease P RNA-like 3                                                      |
| 619326  | 3,50                                             | 9130409I2<br>3Rik | RIKEN cDNA 9130409I23 gene                                                     |
| 13097   | 3,42                                             | Cyp2c38           | cytochrome P450, family 2, subfamily c, polypeptide 38                         |
| 13098   | 3,03                                             | Cyp2c39           | cytochrome P450, family 2, subfamily c, polypeptide 39                         |
| 381806  | 3,03                                             | Gm10319           | murinoglobulin pseudogene                                                      |
| 18405   | 2,92                                             | Orm1              | orosomucoid 1                                                                  |
| 629203  | 2,47                                             | Sult2a3           | sulfotransferase family 2A, dehydroepiandrosterone (DHEA)-preferring, member 3 |
| 546611  | 2,45                                             | Klhl33            | kelch-like 33                                                                  |
| 12053   | 2,30                                             | Bcl6              | B cell leukemia/lymphoma 6                                                     |
| 17836   | 2,26                                             | Mug1              | murinoglobulin 1                                                               |
| 12945   | 2,26                                             | Dmbt1             | deleted in malignant brain tumors 1                                            |
| 404195  | 2,11                                             | Cyp2c54           | cytochrome P450, family 2, subfamily c, polypeptide 54                         |
| 667034  | 1,96                                             | Pnp2              | purine-nucleoside phosphorylase 2                                              |
| 545288  | 1,93                                             | Cyp2c67           | cytochrome P450, family 2, subfamily c, polypeptide 67                         |
| 16625   | 1,86                                             | Serpina3c         | serine (or cysteine) peptidase inhibitor, clade A, member 3C                   |
| 17835   | 1,85                                             | Mug-ps1           | murinoglobulin, pseudogene 1                                                   |
| 20201   | 1,75                                             | S100a8            | S100 calcium binding protein A8 (calgranulin A)                                |
| 103988  | 1,66                                             | Gck               | glucokinase                                                                    |
| 17837   | 1,65                                             | Mug2              | murinoglobulin 2                                                               |
| 20202   | 1,64                                             | S100a9            | S100 calcium binding protein A9 (calgranulin B)                                |
| 20714   | 1,63                                             | Serpina3k         | serine (or cysteine) peptidase inhibitor, clade A, member 3K                   |

|        |      |               |                                                                                                   |
|--------|------|---------------|---------------------------------------------------------------------------------------------------|
| 107141 | 1,56 | Cyp2c50       | cytochrome P450, family 2, subfamily c, polypeptide 50                                            |
| 17750  | 1,45 | Mt2           | metallothionein 2                                                                                 |
| 1E+08  | 1,42 | Gm15772       | ribosomal protein L26 pseudogene                                                                  |
| 76933  | 1,38 | Ifi2712a      | interferon, alpha-inducible protein 27 like 2A                                                    |
| 12796  | 1,34 | Camp          | cathelicidin antimicrobial peptide                                                                |
| 21786  | 1,32 | Tff3          | trefoil factor 3, intestinal                                                                      |
| 259301 | 1,28 | Leap2         | liver-expressed antimicrobial peptide 2                                                           |
| 105171 | 1,28 | Arrdc3        | arrestin domain containing 3                                                                      |
| 331535 | 1,25 | Serpina7      | serine (or cysteine) peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 7 |
| 14262  | 1,23 | Fmo3          | flavin containing monooxygenase 3                                                                 |
| 12012  | 1,23 | Baat          | bile acid-Coenzyme A: amino acid N-acyltransferase                                                |
| 26877  | 1,22 | B3galt1       | UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 1                                  |
| 66425  | 1,20 | Pcp4l1        | Purkinje cell protein 4-like 1                                                                    |
| 54123  | 1,18 | Irf7          | interferon regulatory factor 7                                                                    |
| 66107  | 1,17 | 1100001G20Rik | RIKEN cDNA 1100001G20 gene                                                                        |
| 629219 | 1,16 | Sult2a6       | sulfotransferase family 2A, dehydroepiandrosterone (DHEA)-preferring, member 6                    |
| 21743  | 1,11 | Inmt          | indolethylamine N-methyltransferase                                                               |
| 109054 | 1,10 | Pfdn4         | prefoldin 4                                                                                       |
| 69142  | 1,10 | Cd209f        | CD209f antigen                                                                                    |
| 76432  | 1,09 | 2310001H17Rik | RIKEN cDNA 2310001H17 gene                                                                        |
| 13025  | 1,09 | Ctla2b        | cytotoxic T lymphocyte-associated protein 2 beta                                                  |
| 14910  | 1,06 | Gt(ROSA)26Sor | gene trap ROSA 26, Philippe Soriano                                                               |
| 53315  | 1,06 | Sult1d1       | sulfotransferase family 1D, member 1                                                              |
| 68028  | 1,06 | Rpl22l1       | ribosomal protein L22 like 1                                                                      |
| 20115  | 1,05 | Rps7          | ribosomal protein S7                                                                              |
| 66121  | 1,04 | Chchd1        | coiled-coil-helix-coiled-coil-helix domain containing 1                                           |
| 78294  | 1,03 | Rps27a        | ribosomal protein S27A                                                                            |
| 50702  | 1,03 | Cfhr1         | complement factor H-related 1                                                                     |
| 69126  | 1,02 | 1810022K09Rik | RIKEN cDNA 1810022K09 gene                                                                        |
| 108098 | 1,01 | Med21         | mediator complex subunit 21                                                                       |
| 20859  | 1,00 | Sult2a1       | sulfotransferase family 2A, dehydroepiandrosterone (DHEA)-preferring, member 1                    |
| 59048  | 1,00 | C1galt1c1     | C1GALT1-specific chaperone 1                                                                      |

List of upregulated genes (FC > 2) in liver tissue from E17.5 *Stab1*<sup>-/-</sup> mice compared to WT mice by RNA-seq analysis

| GeneID | log <sub>2</sub> <i>Stab1</i> <sup>-/-</sup> /WT | Symbol   | Description                               |
|--------|--------------------------------------------------|----------|-------------------------------------------|
| 14915  | 11,04                                            | Guca2a   | guanylate cyclase activator 2a (guanylin) |
| 99709  | 9,01                                             | AI747448 | expressed sequence AI747448               |
| 23844  | 8,85                                             | Clca3    | chloride channel calcium activated 3      |
| 20287  | 8,77                                             | Sct      | secretin                                  |

|              |             |                |                                                                                      |
|--------------|-------------|----------------|--------------------------------------------------------------------------------------|
| <b>26388</b> | <b>8,64</b> | <b>Ifi202b</b> | <b>interferon activated gene 202B</b>                                                |
| 1,01E+08     | 8,05        | Mptx2          | mucosal pentraxin 2                                                                  |
| 30060        | 7,90        | Mfi2           | antigen p97 (melanoma associated) identified by monoclonal antibodies 133.2 and 96.5 |
| 69826        | 7,57        | Ms4a10         | membrane-spanning 4-domains, subfamily A, member 10                                  |
| 66289        | 7,41        | Mptx1          | mucosal pentraxin 1                                                                  |
| 12591        | 7,22        | Cdx2           | caudal type homeobox 2                                                               |
| 215384       | 7,12        | Fcgbp          | Fc fragment of IgG binding protein                                                   |
| 68553        | 6,88        | Col6a4         | collagen, type VI, alpha 4                                                           |
| 12590        | 6,84        | Cdx1           | caudal type homeobox 1                                                               |
| 14120        | 6,72        | Fbp2           | fructose biphosphatase 2                                                             |
| 99662        | 6,57        | Eps8l3         | EPS8-like 3                                                                          |
| 14275        | 6,57        | Folr1          | folate receptor 1 (adult)                                                            |
| 12557        | 6,25        | Cdh17          | cadherin 17                                                                          |
| 17287        | 6,18        | Mep1a          | meprin 1 alpha                                                                       |
| 19092        | 5,96        | Prkg2          | protein kinase, cGMP-dependent, type II                                              |
| 76768        | 5,95        | Alpi           | alkaline phosphatase, intestinal                                                     |
| 22264        | 5,88        | Prap1          | proline-rich acidic protein 1                                                        |
| 624681       | 5,86        | Btnl6          | butyrophilin-like 6                                                                  |
| 106407       | 5,84        | Slc51a         | solute carrier family 51, alpha subunit                                              |
| 545817       | 5,42        | Cyp2w1         | cytochrome P450, family 2, subfamily w, polypeptide 1                                |
| 381352       | 5,28        | Mamdc4         | MAM domain containing 4                                                              |
| 12716        | 5,25        | Ckmt1          | creatine kinase, mitochondrial 1, ubiquitous                                         |
| 65969        | 5,03        | Cubn           | cubilin (intrinsic factor-cobalamin receptor)                                        |
| 11808        | 4,97        | Apoa4          | apolipoprotein A-IV                                                                  |
| 20731        | 4,94        | Spink4         | serine peptidase inhibitor, Kazal type 4                                             |
| 23795        | 4,82        | Agr2           | anterior gradient 2 (Xenopus laevis)                                                 |
| 546546       | 4,67        | Serpina3h      | serine (or cysteine) peptidase inhibitor, clade A, member 3H                         |
| 239853       | 4,47        | Gpr128         | G protein-coupled receptor 128                                                       |
| 93835        | 4,45        | Amn            | amnionless                                                                           |
| 226413       | 4,44        | Lct            | lactase                                                                              |
| 330440       | 4,33        | Gm766          | predicted gene 766                                                                   |
| 14916        | 4,31        | Guca2b         | guanylate cyclase activator 2b (retina)                                              |
| 72040        | 4,25        | Cdhr5          | cadherin-related family member 5                                                     |
| 66260        | 4,24        | Tmem54         | transmembrane protein 54                                                             |
| 11421        | 4,04        | Ace            | angiotensin I converting enzyme (peptidyl-dipeptidase A) 1                           |
| 16763        | 3,97        | Lad1           | ladinin                                                                              |
| 54420        | 3,97        | Cldn8          | claudin 8                                                                            |
| 58860        | 3,67        | Adamdec1       | ADAM-like, decysin 1                                                                 |
| 22349        | 3,63        | Vill           | villin 1                                                                             |
| 70008        | 3,59        | Ace2           | angiotensin I converting enzyme (peptidyl-dipeptidase A) 2                           |
| 12797        | 3,57        | Cnn1           | calponin 1                                                                           |
| 11468        | 3,50        | Actg2          | actin, gamma 2, smooth muscle, enteric                                               |
| 17063        | 3,35        | Muc13          | mucin 13, epithelial transmembrane                                                   |

|        |      |               |                                                                                                    |
|--------|------|---------------|----------------------------------------------------------------------------------------------------|
| 69787  | 3,25 | Anxa13        | annexin A13                                                                                        |
| 30962  | 3,23 | Slc7a9        | solute carrier family 7 (cationic amino acid transporter, y+ system), member 9                     |
| 209195 | 3,20 | Clic6         | chloride intracellular channel 6                                                                   |
| 11768  | 3,13 | Ap1m2         | adaptor protein complex AP-1, mu 2 subunit                                                         |
| 94071  | 3,09 | Clec2h        | C-type lectin domain family 2, member h                                                            |
| 107753 | 3,06 | Lgals2        | lectin, galactose-binding, soluble 2                                                               |
| 17075  | 3,04 | Epcam         | epithelial cell adhesion molecule                                                                  |
| 70163  | 3,03 | Lypd8         | LY6/PLAUR domain containing 8                                                                      |
| 14917  | 2,98 | Gucy2c        | guanylate cyclase 2c                                                                               |
| 381204 | 2,89 | Naalad11      | N-acetylated alpha-linked acidic dipeptidase-like 1                                                |
| 16855  | 2,75 | Lgals4        | lectin, galactose binding, soluble 4                                                               |
| 17880  | 2,60 | Myh11         | myosin, heavy polypeptide 11, smooth muscle                                                        |
| 72273  | 2,55 | 2210404O07Rik | RIKEN cDNA 2210404O07 gene                                                                         |
| 71960  | 2,55 | Myh14         | myosin, heavy polypeptide 14                                                                       |
| 20716  | 2,29 | Serpina3n     | serine (or cysteine) peptidase inhibitor, clade A, member 3N                                       |
| 14079  | 2,18 | Fabp2         | fatty acid binding protein 2, intestinal                                                           |
| 239083 | 2,05 | Ccnb1ip1      | cyclin B1 interacting protein 1                                                                    |
| 74091  | 2,02 | Npl           | N-acetylneuraminate pyruvate lyase                                                                 |
| 75600  | 1,88 | Calml4        | calmodulin-like 4                                                                                  |
| 53624  | 1,88 | Cldn7         | claudin 7                                                                                          |
| 14778  | 1,79 | Gpx3          | glutathione peroxidase 3                                                                           |
| 84506  | 1,66 | Hamp          | hepcidin antimicrobial peptide                                                                     |
| 16669  | 1,59 | Krt19         | keratin 19                                                                                         |
| 668489 | 1,50 | Gm9199        | glycine cleavage system protein H (aminomethyl carrier) pseudogene                                 |
| 212862 | 1,49 | Chpt1         | choline phosphotransferase 1                                                                       |
| 18242  | 1,49 | Oat           | ornithine aminotransferase                                                                         |
| 235504 | 1,48 | Slc17a5       | solute carrier family 17 (anion/sugar transporter), member 5                                       |
| 66438  | 1,41 | Hamp2         | hepcidin antimicrobial peptide 2                                                                   |
| 13809  | 1,39 | Enpep         | glutamyl aminopeptidase                                                                            |
| 19703  | 1,24 | Renbp         | renin binding protein                                                                              |
| 16006  | 1,23 | Igfbp1        | insulin-like growth factor binding protein 1                                                       |
| 11475  | 1,19 | Acta2         | actin, alpha 2, smooth muscle, aorta                                                               |
| 380780 | 1,14 | Serpina11     | serine (or cysteine) peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 11 |
| 213393 | 1,10 | 8430408G22Rik | RIKEN cDNA 8430408G22 gene                                                                         |
| 12091  | 1,05 | Glb1          | galactosidase, beta 1                                                                              |

How the deposited data were processed for this re-analysis (not part of the article)

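The processed data cover liver RNA-seq of 15 libraries: 2-week-old Stab1-/- (n = 4) and wildtype (n = 4) mice, and E17.5 Stab1-/- (n = 3) and wildtype (n = 4) fetal samples. Sample labels and the paper's methods give the same groups and numbers. The labels give a mixed C57BL/6N and 129 strain background for both genotypes, and neither the labels nor the paper's text state whether the wildtype mice were littermates. The spleen qPCR, flow cytometry, antibody and co-culture experiments have no values here.

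The authors deposited one table with 19464 rows, each with an Entrez gene ID, a gene length and 3 values per library. The deposited counts are whole numbers of uniquely mapped reads per gene, without normalization, and a dash stands for no read. The deposited RPKM values are these reads divided by the listed gene length and by the total of reads counted on genes in that library, and recomputing them from the counts gave values within 7.67e-12 percent. The deposited coverage is the percent of the gene model covered by reads, as the authors computed it. The paper's text does not name the aligner, the counting program, the genome build, or whether counting used strand, and it refers to an earlier article for the method. Its statistics section describes the tests for the paper's experimental data and names none for sequencing. In all, 19348 different gene IDs were listed, 113 of them on more than 1 row, and the 116 extra rows were kept as separate rows. No read was counted in any library for 222 rows. Only uniquely mapped reads were counted, so genes with near-identical copies can lose reads or pass them to a copy.

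Between 9659 and 10964 reads per library were counted on genes, in units of 1000 reads. A level of 3 reads was taken as the smallest a library can show, which covers counting error only. Before replicates were averaged their counts were compared. The smallest chi-square per degree of freedom between libraries of one group was 6.46 at 2 weeks and 5.41 at E17.5, so no library was counted as a repeat of another.

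The counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr with a minimum count of 10 and a minimum total count of 15, and the quasi-likelihood test, separately at each age and two-sided. The difference between ages was the interaction term of a fit to all 15 libraries. p-values were adjusted by the Benjamini-Hochberg method and genes under 0.05 are called. The design set limma on log2(RPKM + 0.1) for a table of RPKM alone and edgeR for a table that also holds counts, and the latter applied. Single values were compared by two-sided exact permutation tests over all assignments of the libraries. The alternatives were DESeq2 1.42.0, edgeR without its filter, with the replicate number as a block, and with all 15 libraries in one fit, limma 3.58.1 on log2(RPKM + 0.1) with other pseudocounts (1 and 0.01), filters (no filter, RPKM of at least 1) and scaling, limma without trend, the log2 ratio of mean RPKM with 0 set to 0.01 or 0.001, and fits that leave out each library in turn. edgeR with median-of-ratios normalization, scaled by library totals or without the genes among the 10 with most reads in any library, edgeR with GC-content offsets, with and without the block, and the log2 ratio with 0 set to 0.01 in each library were added after seeing the data. Replicate numbers come from the sample labels. The paper does not say that they pair the animals.

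The fits were tested on simulated counts drawn from the libraries' own means and totals, with 200 genes changed by a log2 fold change of 2. Every gene was given the same spread between replicates. Within an age these tests covered edgeR, DESeq2 and limma with their filters, scalings and pseudocounts, and the replicate block. They also covered the GC-content offsets on counts with an added GC trend. The fit to all 15 libraries was tested for the E17.5 comparison alone, and the difference between ages with edgeR, DESeq2 and limma-trend (196, 192 and 184 of 200 genes recovered). edgeR recovered 199 of 200 genes with 9 false calls among 12728 genes at the size of the 2-week comparison, and 200 of 200 with 8 false calls among 13546 genes at the size of the E17.5 comparison. When a trend with GC content was added to the simulated counts, false calls rose to 193 among 12742 genes and to 146 among 13568 genes, and with GC-content offsets they were 6 and 7.

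Gene positions and transcript GC content come from GENCODE vM21 on GRCm38, in which 19206 of the 19464 rows (98.7%) could be placed. Since the authors' build is not named, positions serve to locate genes and to find which genes neighbour each other. A total of 16 marker gene sets were written down before the values were seen, and a set's level in a library is the mean of log2(RPKM + 0.1) over its genes. Ifi202b and Stab1 were left out of each set, and genes of Supplementary Table 2 were left out of the intestinal and acute-phase sets. The genes named in the text are Ifi202b, Stab1, Actb and Tnf, the first 5 genes of each list of Supplementary Table 2 and its genes described with the word interferon, the members of the marker sets, and at each age the 5 largest changes in each direction among called genes whose genotypes do not overlap. Genes named outside this rule are said to have been chosen after their values were seen. Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 was used for the permutation tests and gene sets.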

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

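The tests of the genes near Stab1, of reads shared between Rpl26 and Gm15772 (alone and relative to ribosomal protein genes), of the 10 genes with most reads, of pancreatic genes, of Xist with the Y-chromosome genes and of the calls corrected for GC content were chosen only after the results had been seen, and the tests of gene length, GC content and other groupings were written down after a first edgeR fit but before their own values were computed.

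Single libraries far from the others of their group were found in 7 of 88 groups of 4 libraries, where chance at 1 in 20 gives 4.4. The wildtype 2-week-old replicate 4 had 4 of them. It had 35.8 RPKM of Afp, where the nearest of the other 3 libraries had 134 RPKM, and 54.8 RPKM of Mug1 against 19.6. Its Gm15772 level was 49.6 RPKM against 72.5, and its fetal-liver gene set, which contains Afp, had a mean log2 level of 3.32 against 3.83. In Afp, Mug1 and the fetal-liver set it lay on the side of the Stab1-/- libraries. With this library left out 200 genes were called at 2 weeks, 174 of them among the 340 called with all libraries. At E17.5 the wildtype replicate 2 had 0.132 RPKM of Gm9855 (4 reads, the nearest library 0.0646 RPKM), which is close to the floor. The wildtype replicate 1 had a mean log2 level of -0.39 in the inflammatory cytokine genes (nearest -0.64), and the wildtype replicate 4 had 4.98 in the acute-phase genes (nearest 5.32). No explanation of these single libraries was tested.

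The genotype effect differed between ages in 251 genes (edgeR interaction term, Benjamini-Hochberg), 140 with a larger and 111 with a smaller log2 value at E17.5. Only 1 of 100 assignments of the libraries, the real one, gave as many, and the next highest gave 166. Stab1 itself differed, with a log2 fold change that was 1.24 less negative at E17.5 (standard error 0.26, adjusted p = 0.031 from edgeR with Benjamini-Hochberg adjustment). The growth-related genes Igf2 and H19 and the fetal gene Afp, members of the fetal-liver set, were at 12.2%, 28.2% and 24.2% of the wildtype level in 2-week-old Stab1-/- livers, with all 4 Stab1-/- libraries below all 4 wildtype ones in each gene (two-sided exact permutation p = 0.0286 for each). Their log2 fold changes were higher at E17.5 than at 2 weeks by 3.23, 1.90 and 2.32. Orm1 was raised at 2 weeks and not at E17.5 (difference -2.98), and Serpina3n was raised at E17.5 and not at 2 weeks (difference 2.69), the adjusted p-values of the 5 differences lying under 0.05 in the same test. Among 16 gene sets, 4 differed between ages before correction and none after it. The interferon-inducible set differed by -0.69 (permutation p = 0.0441, adjusted 0.176), the neighbouring Ifi200 genes by -1.015 (permutation p = 0.0131, adjusted 0.0697), the fetal-liver set by 1.12 (permutation p = 0.0131, adjusted 0.0697) and the mature-liver set by -0.85 (permutation p = 0.00408, adjusted 0.0653). A shift in the whole developmental program is one possible explanation. It would make the genotype effect at 2 weeks follow the change from E17.5 to 2 weeks in wildtype livers, but across genes the Spearman's rho was 0.0297 with wildtype replicates 1 and 2 in the genotype effect, and 0.112 with replicates 3 and 4. Both values were weak, but they lay on the side of such a shift, and no value expected under it was computed. The marker sets at 2 weeks also went with it. The fetal-liver set was lower by 1.12 (8 genes lower, 0 higher) and the mature-liver set higher by 0.751 (6 genes higher, 2 lower). The rho values therefore do not decide whether the developmental program shifted. The ages were not compared within a batch, because no batch is given for any library.

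The paper lists only genes that are higher in Stab1-/- livers. At 2 weeks 221 genes were lower, and at E17.5 23 were lower. Of the 35 splits of the libraries at each age, only the real one gave as many calls (1 of 35 at each age). The other splits gave at most 0 calls at 2 weeks and 3 at E17.5. Counted by unadjusted p-values under 0.05, the real split had the most genes at 2 weeks (2975, the next 2130) but not at E17.5, where it had 1728 and another split 1798. Among the 8 splits that part the same-numbered libraries the real one also gave the most (1 of 8 at each age), which is too few splits for a share under 0.05. Several technical explanations were tested at 2 weeks. The log2 fold changes did not follow gene length beyond the limit of 0.2 set for rho (-0.177), but they followed GC content (-0.325, from 99.5% of the tested genes). Removing the GC trend of each library left a rho of -0.0111 and 340 calls, 273 of them shared with the uncorrected test. Without the replicate block, GC content may thus account for part of the single calls but not for their number. With the block the number did fall, from 642 higher and 539 lower genes to 321 and 350 with the GC trend removed. The 10 genes with most reads took 21.6% of the reads in Stab1-/- and 26.0% in wildtype libraries (two-sided exact permutation p = 0.0286). With the genes among the 10 with most reads in any library taken out, 330 genes were called in place of 340, so that they do not account for the number of calls. TMM and median-of-ratios normalization (315 calls) both discount such genes. With library totals as the scale 255 genes were called, 53.7% of them higher in Stab1-/- livers in place of 35%, so that the balance of directions depends on the scale. An acute-phase response is a biological candidate explanation. The mean level of 15 acute-phase genes that the paper does not list was higher in all 4 Stab1-/- libraries than in all 4 wildtype ones at 2 weeks (12 genes with a higher and 3 with a lower mean, difference of 0.41 on the log2 scale, two-sided exact permutation p = 0.02857, adjusted over 16 sets 0.114). Single genes went the other way, such as Itih4 and Fga with edgeR log2 fold changes of -0.42 and -0.34. The set fails the correction, and it remains a hypothesis that cannot be told apart from a part played by GC content.

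Rpl26 had the smallest p-value at 2 weeks, with a log2 fold change of -5.42 and 6 to 14 reads in Stab1-/- against 293 to 445 in wildtype libraries. Gm15772, which Supplementary Table 2 describes as a pseudogene of ribosomal protein L26, was higher by 1.33 on the log2 scale. Over its 438 bases the annotated Gm15772 transcript differs from that of Rpl26 by 2 bases (placed without gaps). How the reads of these copies were assigned was not examined. Reads passing from one copy to the other would leave their sum unchanged if the expression of both together stayed the same. The sum was 97.8 ± 8.68 CPM (counts scaled by the library total) in Stab1-/- and 72.9 ± 13.1 in wildtype livers at 2 weeks (SD, n = 4 each, two-sided exact permutation p = 0.02857). The mean log2 level of 79 other ribosomal protein genes was also higher there, by 0.398 (two-sided exact permutation p = 0.02857), and relative to these genes the sum differed by 0.0402 on the log2 scale, within the spread (exact permutation p = 0.4571). At E17.5 the sum was 119 ± 29.8 (SD, n = 3) against 152 ± 30.0 (SD, n = 4), within the spread (exact permutation p = 0.229), and among wildtype libraries Rpl26 and Gm15772 were at 131 and 31.5 CPM in replicate 1 but at 15.3 and 107 CPM in replicate 3. An exchange of reads between the copies may therefore account for the pattern. A sequence variant between strains that changes how reads of these copies map was not tested.

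Genes near the targeted locus were called more often than genes elsewhere. Within 20 Mb of Stab1 on chromosome 14, 15 of 167 tested genes were called at 2 weeks (8.98%) against 2.56% elsewhere (Fisher's exact test, two-sided p = 3.61e-05), and 7 of 176 at E17.5 (3.98%) against 0.297% (Fisher's exact test, two-sided p = 2.18e-06). Only the real split, 1 of 35 at each age, gave called genes there, but the other splits gave too few calls anywhere for this to bear on position. Each split was therefore also given as many genes with the smallest p-values as the real split had calls. At 2 weeks 15 of these 340 genes lay within 20 Mb of Stab1 in the real split and at most 13 in the others (1 of 35 splits with as many). At E17.5 7 of 49 did, and another split had 8 (2 of 35 splits with as many). That split sets 3 wildtype libraries against all 3 Stab1-/- libraries and 1 wildtype one, and so keeps the genotypes largely apart, so that the E17.5 count neither supports chance nor excludes it. By distance from Stab1 (0 to 10, 10 to 20, 20 to 30, 30 to 60 and 60 to 100 Mb) the called share was 5.88%, 12.2%, 9.35%, 5.56% and 2.44% at 2 weeks, against 2.47% on other chromosomes, and 4.49%, 3.45%, 2.46%, 1.77% and 0% at E17.5, against 0.265%. Such shares are consistent with a segment of chromosome 14 that came with the targeted allele from another strain. A direct effect of the deletion on its neighbours was not tested separately, and the pattern cannot be told apart from strain variation.

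Intestinal genes that are not in Supplementary Table 2 were raised in Stab1-/- replicate 1 at E17.5. Over 24 such genes its mean log2 level was 1.459, against -1.67 and -0.91 in the other Stab1-/- libraries and -1.51 to -0.99 in the wildtype ones. Its gap to the next library in these genes was 2.365, and 21 of the 24 genes were highest in it. It was also the highest in the mean of the listed genes. Smooth muscle genes (3.25) and bile duct genes (3.32) were also highest there. Over all 3 Stab1-/- libraries the intestinal set did not differ from wildtype (difference 0.95, two-sided exact permutation p = 0.457, smallest possible p 0.0571). The listed genes were also higher in Stab1-/- replicate 3, with a mean log2 level of 1.066 against at most -0.31 in wildtype libraries, but the list was selected from these libraries, and in the genes that are not listed replicate 3 (-0.91) lay next to the highest wildtype library (-0.99). Whether it shares the signal is left open. RNA from intestinal tissue in replicate 1 is a candidate explanation of much of the E17.5 list. No biological explanation was tested.

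Exocrine pancreas genes showed a comparable pattern in libraries of both genotypes. Over 15 genes the wildtype E17.5 replicate 2 had a mean log2 level of 5.947, and these genes took 0.454% of its reads. The other wildtype libraries had 1.45, 2.75 and -1.57 and the Stab1-/- libraries -1.86, -1.69 and 1.31. The genes were split into 8 and 7 and compared across the 7 libraries. These parts rose and fell together, with a Spearman's rho of 0.893 (permutation p = 0.0123) and a Pearson's r of 0.997 (permutation p = 0.00179), and r was 0.993 without the 2 libraries farthest from the median. Pancreatic tissue in some of the samples is a candidate explanation. The set did not differ between genotypes (difference -2.89, two-sided exact permutation p = 0.114), and no biological explanation was tested.

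In 5 of the 7 E17.5 libraries both Xist and the Y-chromosome genes stood above a share of 0.1 of their highest level at that age. The other E17.5 libraries held a few reads of the lower one (13 Y-chromosome reads in Stab1-/- replicate 3 and 119 Xist reads in wildtype replicate 4). None of the 8 libraries at 2 weeks had both above that share. They had at least 8554 Xist reads and at most 2 reads of the 4 Y-chromosome genes. If each of the 5 libraries held RNA of fetuses of different sex, the shares estimated from the highest Xist and the highest Y level would add up to about 1. In 3 of the 5 libraries the sum was between 0.8 and 1.2, and the sums ran from 0.776 to 1.4. Xist alone varied 2.48-fold among the 2-week-old libraries, so that the sum does not measure the shares. The presence of both in one library, which no library at 2 weeks showed, itself bears on a mixture of sexes. Libraries with both were found in each genotype at E17.5, so that sex composition did not strictly follow genotype. The library with almost only Xist was a Stab1-/- one, however, and that with almost only Y-chromosome reads a wildtype one. No fit took sex into account, and its part in the E17.5 differences is left open.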

How the results depend on the processing

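The settings and tests of this part were set before the data were examined, except edgeR with median-of-ratios normalization, scaled by library totals, without the 10 genes with most reads, or with GC-content offsets (with and without the replicate block) and the log2 ratio with 0 set to 0.01 in each library, which were added after seeing the data.

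Ifi202b and Stab1 kept their direction and their adjusted p-value under 0.05 in each alternative that gives one. For Ifi202b the log2 fold change ran from 2.57 to 12.3 at 2 weeks and from 2.25 to 12.0 at E17.5, with adjusted p-values from 3.76e-14 to 0.000799 and from 4.42e-12 to 0.0273 (edgeR, DESeq2 and limma, Benjamini-Hochberg). For Stab1 it ran from -3.19 to -2.30 and from -1.97 to -1.76, with adjusted p-values from 9.39e-53 to 0.000385 and from 3.68e-30 to 0.016 in the same tests. Leaving out one library at a time gave 9.30 to 9.71 and 8.82 to 9.57 for Ifi202b, and -3.38 to -3.07 and -2.06 to -1.79 for Stab1. The absence of wildtype reads leaves the size of the Ifi202b change open at this depth, beyond a lower bound.

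The numbers of called genes moved most. Against 119 higher and 221 lower genes at 2 weeks, 26 and 23 at E17.5, and 251 genes differing between ages, DESeq2 gave 420 and 441, 127 and 103, and 1028. The replicate block gave 642 and 539, and 10 and 13, of which 16 genes were shared with the 49 called without it at E17.5. With the block and GC-content offsets together there were 321 and 350, and 12 and 20. One fit to all 15 libraries gave 316 and 387 at 2 weeks. edgeR without its filter gave 197 higher genes at 2 weeks. At 2 weeks the number of lower genes was 92 with limma on log2(RPKM + 0.1), 95 with a pseudocount of 1, 82 with 0.01, 93 with an RPKM of at least 1, and 130 with median-of-ratios scaling. Without a filter limma gave 75 higher and 66 lower genes, and without trend 49 and 60. At E17.5 the number of higher genes was 17 with limma and a pseudocount of 1, 14 with 0.01, 15 without a filter, 15 with an RPKM of at least 1 (there with 42 lower) and 11 without trend (there with 14 lower). Genes differing between ages numbered 149 with a pseudocount of 0.01, 89 without a filter, 159 with median-of-ratios scaling and 75 without trend. The cause was not tested for any of these.

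Of the genes in Supplementary Table 2, 22 were called at 2 weeks and 4 at E17.5. The replicate block called 44 at 2 weeks, the block with GC-content offsets 35, all 15 libraries in one fit 34 and 11, DESeq2 16 at E17.5, and limma without trend 10 at 2 weeks. A log2 ratio of mean RPKM over 1 without a test was met by all 55 and all 82.

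The balance of directions moved as well. At 2 weeks 35% of the calls were higher in Stab1-/- livers with edgeR, 38.4% with median-of-ratios normalization and 53.7% with library totals as the scale, where 118 genes were lower. With limma it was 55.1% on RPKM scaled by library totals and 39.0% on median-of-ratios scaling. It also moved without a change of scale, to 54.4% with the replicate block, and it was 48.8% with DESeq2, so that scaling does not account for each shift. At E17.5 the share was 53.1%, against 40.7% with library totals and 37.2% with limma on RPKM. Between ages 55.8% of the calls were larger at E17.5, against 28.4% with library totals and 23.3% with limma on RPKM, where the median of all genes shifted by -0.12 on the log2 scale (-0.13 with a pseudocount of 0.01, -0.13 with an RPKM of at least 1 and -0.11 without a filter).

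Leaving out one library at a time gave 41 to 294 higher and 75 to 354 lower genes at 2 weeks, 15 to 23 and 12 to 24 at E17.5, and 30 to 684 genes differing between ages. Between 15 and 27 listed genes were called at 2 weeks and between 3 and 9 at E17.5. The counts thus depend on which libraries enter the fit. In simulated data with 3 libraries against 4, edgeR recovered 200 of 200 changed genes. Those genes had a log2 fold change of 2, and every gene had the same spread between replicates. The recovery therefore does not bear on smaller changes or on single libraries that deviate from their group.

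The interferon-inducible set was higher in Stab1-/- livers at 2 weeks by 0.4988 on the log2 scale (two-sided exact permutation p = 0.0286) and by 0.40 to 0.52 under the other pseudocounts, filters and scaling. With the replicate number as a block the difference was 0.4988 with an exact permutation p of 0.125, the smallest that 4 pairs allow, and without 1 library it was 0.403 to 0.604 with an exact permutation p of 0.0571, again the smallest possible. At E17.5 it was -0.19, with alternatives from -0.37 (the block) to -0.12 and -0.366 to -0.0998 without 1 library. The intestinal set, without listed genes, did not pass a threshold at either age. At 2 weeks its difference of 0.09 reversed to -0.00303 with a pseudocount of 1 and to -0.748 over the genes with an RPKM of at least 1, and without 1 library it was 0.00116 to 0.13. At E17.5 its difference of 0.95 reversed to -0.0377 over the genes with an RPKM of at least 1, and was 0.0304 to 1.59 without 1 library, the lowest without Stab1-/- replicate 1 and the highest without replicate 2. The causes of the reversals were not tested.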

Differences from the paper's values

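The comparison of the lists below was chosen only after the values were seen. Of the 52 listed genes tested at each age, 0 had an edgeR log2 fold change farther from the listed value than its standard error. The listed values come from the same libraries, so that this closeness is no independent check of them. Where no wildtype library had more than 3 reads the counts give a lower bound, which cannot be told apart from a larger listed value. The paper gives a log2 ratio of 9.02 for Ifi202b at 2 weeks and 8.64 at E17.5, and the deposited counts give lower bounds of 4.95 and 4.64, because no read was counted in wildtype livers. A fitted value is then set by how the absent reads are entered, so that its distance from the paper's value carries no information. Of the alternatives set before the data were examined, the log2 ratio of mean RPKM with 0 set to 0.01 gave 9.02 and 8.64, DESeq2 8.96 and 8.78, edgeR without its filter 9.52 and 9.30, all 15 libraries in one fit 9.71 and 9.12, limma with a pseudocount of 0.01 8.93 and 8.53, the replicate block 9.52 and 9.30, limma with larger pseudocounts 5.64 and 5.25 (0.1) and 2.57 and 2.25 (1), and the log2 ratio with 0 set to 0.001 12.3 and 12.0.

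Supplementary Table 2 describes its 2-week genes as significantly upregulated. Of these 55 genes, 22 had a log2 fold change over 1 and an adjusted p-value under 0.05 from edgeR with Benjamini-Hochberg adjustment, and 50 of the 52 tested had an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the replicate block called 44, all 15 libraries in one fit 34, edgeR without its filter 32, and DESeq2 29. The limma fits called 10 to 22. The replicate block with GC-content offsets, chosen after seeing the values, called 35. The 2 genes of that list described with the word interferon other than Ifi202b were Ifi27l2a, with a log2 fold change of 1.30 and an adjusted p-value of 0.0971, and Irf7, with 1.09 and 0.0525 (edgeR, Benjamini-Hochberg). Of the 82 genes of its E17.5 list 4 were called, 16 with DESeq2, 11 with all 15 libraries in one fit, 5 with the replicate block and GC-content offsets (chosen after seeing the values) and 3 to 9 when one library was left out. That list opens with Guca2a, AI747448, Clca3 and Sct. None of these 4 passed edgeR's filter at E17.5, and the log2 ratio of mean RPKM with 0 set to 0.01 in the group mean differs from the listed values by up to 0.968 (AI747448, 9.98 against the paper's 9.01). It places 69 of the 82 E17.5 genes and 54 of the 55 2-week genes within 0.05 of the listed values. With 0 set to 0.01 in each library, chosen after seeing the values, all 82 and all 55 were within 0.05.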

Other observations

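The tests of the genes near Ifi202b, of blocks shared by the libraries of a genotype, of single-genotype genes and of GC-matched gene sets were chosen only after the results had been seen, and the test of genes near Stab1 among those called at both ages was prompted by genes in the paper's own list.

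Why Ifi202b reads appear only in Stab1-/- livers was examined in several ways. If Ifi202b followed an interferon response, other interferon-inducible genes would be higher as well. Of 51 such genes, 49 had a higher mean level in Stab1-/- livers at 2 weeks, and the set was higher by 0.50 on the log2 scale, with all 4 Stab1-/- libraries above all 4 wildtype ones (two-sided exact permutation p = 0.02857, adjusted over 16 sets 0.114). Of 10000 random sets of as many genes with matched GC content and mean expression, none reached this difference (share 1e-04, the smallest they can give), and 95% of them lay between 0.0439 and 0.235. These draws vary the genes and not the libraries, so that the share does not measure the spread between mice. Of the single genes, 3 were called higher (Ifi203, Ifit1 and Ifi44) and 1 lower (Aim2), with 24 of 50 under an unadjusted p of 0.05. At E17.5, however, the set was not higher (-0.19, exact permutation p = 0.571, 16 genes higher and 35 lower), 0 genes were called higher and 1 lower (Pyhin1), with 4 of 50 under an unadjusted p of 0.05, while Ifi202b was raised as at 2 weeks. The difference of the set between ages was -0.69 (permutation p = 0.0441, adjusted 0.176). Within the Stab1-/- libraries a higher level of the set mostly went with more Ifi202b reads. In the order of the replicates the set was at 2.861, 2.928, 2.448 and 2.326 with 135, 115, 73 and 51 reads at 2 weeks, and at 1.769, 2.195 and 1.828 with 46, 116 and 64 reads at E17.5. This relation was not tested. Over both ages the level of the set did not separate libraries with and without reads, since wildtype replicate 1 at 2 weeks had 2.313 and wildtype replicates 2 and 3 at E17.5 had 2.39 and 2.338, each with 0 reads. An interferon response may therefore affect the level of Ifi202b in Stab1-/- livers, but it does not by itself account for reads in one genotype only.

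A second hypothesis is that Ifi202b lies in a segment that differs by strain between the genotypes. Among the other tested genes within 20 Mb of it, 12 of 238 were called at 2 weeks, against 2.59% elsewhere (Fisher's exact test, two-sided p = 0.0363), and 4 of the 12 were higher. At E17.5 3 of 247 were called (9130409I23Rik, Dusp12 and Pyhin1), against 0.322% elsewhere (Fisher's exact test, two-sided p = 0.0507). Dusp12 was named after its values were seen. The excess passes the threshold at 2 weeks and not at E17.5. Of the 12 genes only Ifi203, which was higher, and Aim2, which was lower, belong to the interferon-inducible or Ifi200 sets, so that a regulation shared with Ifi202b is not seen in most of them. At E17.5 the mean of the neighbouring Ifi200 genes was lower in Stab1-/- livers by 0.681, with 7 of 7 genes lower. All 3 Stab1-/- libraries lay below all 4 wildtype ones (two-sided exact permutation p = 0.0571, the smallest possible, adjusted over 16 sets 0.457). Ifi202b was raised, which goes against a regulation shared with these neighbours at that age. At 2 weeks the set went the other way, by 0.334 with 6 genes higher and 1 lower, within the spread (exact permutation p = 0.286). The 2-week values thus do not argue against a shared regulation. If single-genotype expression were common, other genes away from Stab1 would be silent in one genotype at both ages. The number of such genes with at most 3 reads in one genotype and at least 10 in each library of the other was 0 apart from Ifi202b. The nearest was C730036E19Rik, on chromosome 1, with at most 1 read in the Stab1-/- libraries. A strain variant thus remains possible for Ifi202b alone or for its surroundings, and the genotypes of the mice at these positions were not examined.

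At both ages 13 genes were called in the same direction, where 0.534 would be expected if the calls were independent, and 1 gene was called in opposite directions. They were Gm4788, C730036E19Rik, Ifi202b and 9130409I23Rik on chromosome 1, Camk2b and Rpl26 on chromosome 11, Gm3002, Acox2, Stab1, Ddhd1 and Scara5 on chromosome 14, and Prune2 and Tmem180 on chromosome 19. Those of the 13 outside the marker sets and largest changes were named after their values were seen. Without Stab1, 1 of 12 lay within 20 Mb of it (Fisher's exact test, two-sided p = 0.148), and the 12 genes formed 3 pairs within 20 Mb of each other, where random draws gave a mean of 1.17 (permutation p = 0.107). Both tests used a distance of 20 Mb. At 20 to 30 Mb from Stab1 the called share at 2 weeks was still 9.35%, against 2.47% on other chromosomes. With 12 genes and this distance, the tests decide neither for nor against linked segments. Of the 13 genes, 4 lie on chromosome 1 and 5 on chromosome 14.

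Tnf, whose product the paper studies in monocytes, was close to the floor in liver. At 2 weeks it had 0 to 3 reads in Stab1-/- and 1 to 5 in wildtype libraries, which shows no detectable difference at this depth (exact permutation p = 0.486). At E17.5 it had 2 to 5 reads in Stab1-/- and 7 to 18 in wildtype libraries (two-sided exact permutation p = 0.0571, the smallest possible). The set of 16 inflammatory cytokine genes did not differ at 2 weeks (0.04, exact permutation p = 0.886) or at E17.5 (-0.03, exact permutation p = 0.914). Kupffer cell genes, with Stab1 left out of each set, were 0.18 higher at 2 weeks (exact permutation p = 0.229) and 0.11 higher at E17.5 (exact permutation p = 0.286), and liver endothelial genes differed by -0.06 and 0.05 (exact permutation p = 0.371 and 0.286).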
